# Differential Cerebral Cortex Transcriptomes of Baboon Neonates Consuming Moderate and High Docosahexaenoic Acid Formulas

**DOI:** 10.1371/journal.pone.0000370

**Published:** 2007-04-11

**Authors:** Kumar S.D. Kothapalli, Joshua C. Anthony, Bruce S. Pan, Andrea T. Hsieh, Peter W. Nathanielsz, J. Thomas Brenna

## Abstract

**Background:**

Docosahexaenoic acid (DHA, 22:6n-3) and arachidonic acid (ARA, 20:4n-6) are the major long chain polyunsaturated fatty acids (LCPUFA) of the central nervous system (CNS). These nutrients are present in most infant formulas at modest levels, intended to support visual and neural development. There are no investigations in primates of the biological consequences of dietary DHA at levels above those present in formulas but within normal breastmilk levels.

**Methods and Findings:**

Twelve baboons were divided into three formula groups: Control, with no DHA-ARA; “L”, LCPUFA, with 0.33%DHA-0.67%ARA; “L3”, LCPUFA, with 1.00%DHA-0.67%ARA. All the samples are from the precentral gyrus of cerebral cortex brain regions. At 12 weeks of age, changes in gene expression were detected in 1,108 of 54,000 probe sets (2.05%), with most showing <2-fold change. Gene ontology analysis assigns them to diverse biological functions, notably lipid metabolism and transport, G-protein and signal transduction, development, visual perception, cytoskeleton, peptidases, stress response, transcription regulation, and 400 transcripts having no defined function. *PLA2G6*, a phospholipase recently associated with infantile neuroaxonal dystrophy, was downregulated in both LCPUFA groups. *ELOVL5*, a PUFA elongase, was the only LCPUFA biosynthetic enzyme that was differentially expressed. Mitochondrial fatty acid carrier, *CPT2*, was among several genes associated with mitochondrial fatty acid oxidation to be downregulated by high DHA, while the mitochondrial proton carrier, *UCP2*, was upregulated. *TIMM8A*, also known as deafness/dystonia peptide 1, was among several differentially expressed neural development genes. *LUM and TIMP3*, associated with corneal structure and age-related macular degeneration, respectively, were among visual perception genes influenced by LCPUFA. *TIA1*, a silencer of *COX2* gene translation, is upregulated by high DHA. Ingenuity pathway analysis identified a highly significant nervous system network, with epidermal growth factor receptor *(EGFR)* as the outstanding interaction partner.

**Conclusions:**

These data indicate that LCPUFA concentrations within the normal range of human breastmilk induce global changes in gene expression across a wide array of processes, in addition to changes in visual and neural function normally associated with formula LCPUFA.

## Introduction

The vertebrate central nervous system (CNS) is rich in the long chain polyunsaturated fatty acids (LCPUFA) docosahexaenoic acid (DHA) and arachidonic acid (ARA), and this composition is highly conserved across species[1]. Within the CNS, DHA and ARA are found at highest concentration in gray matter[2], and DHA is particularly concentrated in retinal photoreceptor membranes where it has long been known to play a key role in visual excitation[3]. In humans, DHA and ARA accumulate perinatally[4] and many studies of DHA/ARA supplemented formula show improvements in visual acuity[5] and cognitive function[6].

Despite the high demand for LCPUFA during perinatal CNS development, the best current evidence indicates that ARA and DHA can be synthesized only very inefficiently from dietary precursors and must be obtained from the diet[7]. DHA and ARA are present in all human milks studied to date[8], however their concentration is variable. For DHA it is closely linked to the mother's intake of preformed DHA, which is in turn reflective of the mother's intake of fatty fish or fish/marine oil supplements[9], [10], [11], [12]. Dietary factors associated with ARA are less well understood[13]. High levels of precursor fatty acids LA and ALA in formulas yield negligible or at most moderate increases in plasma ARA and DHA concentrations[14], [15]. However, in randomized controlled studies where preterm and term infants are fed preformed DHA and ARA supplemented formula, improvements in LCPUFA status as well as cognitive development and visual functions are observed [16], [17], [18], [19], [20].

While the importance of LCPUFA in infant nutrition has been established, the underlying mechanisms are only beginning to be understood. Brain accretion of LCPUFA is most intense during the brain growth spurt in the third trimester of pregnancy and during early childhood[21], [22], [23], [24]. Selective incorporation and functional properties of LCPUFA, especially DHA, in retinal and neural membranes suggests a specific role in the modulation of protein-lipid interactions, membrane bound receptor function, membrane permeability, cell signaling, regulation of gene expression and neuronal growth [25], [26], [27], [28], [29], [30]. Additionally, LCPUFA mediate metacrine regulation and changes in gene expression by interacting with nutrient sensitive transcription factors [18], [31]. Accordingly, poor nutrition during prenatal life and early infancy may have a lasting influence on neural function, as well as adult risk for chronic diseases [32], [33], [34]. Studies suggest that infant diets low in LCPUFA can lead to health complications such as insulin resistance, obesity, or blood pressure changes later in life [35], [36].

DHA and ARA were introduced in 2002 to infant formulas in the United States, but initial concentrations varied over more than a factor of two (range of DHA 8-19 mg/kcal; ARA 21-34 mg/kcal),[37] and there are no dose response studies in humans or non-human primates available as a guide to optimal levels. A previous study in our laboratory on 4-week-old baboon neonates with preformed DHA and ARA (0.33%,w/w DHA and 0.67% ARA) in formulas showed DHA concentrations in various regions of the brain similar to breastfed controls, with the important exception of the cerebral cortex; ARA concentrations were not much altered by inclusion of dietary preformed ARA[2]. These results inspired our present study on 12 week old baboon neonates with the higher level of 1.00% DHA, along with 0.67% ARA. We report elsewhere [38] that DHA in the precentral gyrus of cerebral cortex increased beyond that achieved for 0.33% DHA, while regions such as the basal ganglia that reached DHA concentrations similar to breastfed animals at 0.33% DHA did not show further increases with 1.00% DHA. These data demonstrate that formula DHA in the high normal range of breastmilk DHA supports enhanced cortex DHA, but do not reveal how this compositional change may influence metabolic function.

To gather mechanistic information on the role of DHA and ARA in the primate cerebral cortex, we investigated global gene expression for cerebral cortex of animals in this study, consuming two different levels of formula DHA both within the range found in human breastmilk[8]. We report here changes in expression of thousands of genes in 12-week-old baboons in response to two different levels of LCPUFA: 0.33%DHA and 0.67% ARA; 1.00% DHA and 0.67% ARA. We have reported in detail on consequences for tissue fatty acid composition [38] and other factors elsewhere (Hsieh et al., 2007, submitted).

## Results and Discussion

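Total RNA from the precentral gyrus of 12 baboon neonates was hybridized to Affymetrix HG-U133 Plus 2.0 arrays, 1 array per animal and 4 animals per formula. The probes of these arrays were designed on human transcripts. Formula C held no DHA or ARA, formula L held 0.33% DHA and 0.67% ARA, and formula L3 held 1.00% DHA and 0.67% ARA. Among the animals were 2 males in C, 1 in L and 0 in L3. The deposited values are MAS5 signals from GCOS, and the mean of each array after trimming 2% of the values at either end was 249.99 to 250.13. They are not the RMA values that the methods describe, and the probe-level files from which RMA starts were not used here. Control probe sets were left out, 16 was added to each signal, and log2 values of 54613 probe sets were quantile normalized. Limma fitted the 3 group means with 9 residual degrees of freedom, and p values were adjusted over all probe sets by the Benjamini-Hochberg method. A positive log2 difference in L/C or L3/C means a higher value in L or L3 than in C. Signals are given as mean ± SD of the 4 arrays as deposited, and log2 differences with the standard error (SE) from limma. The exact permutation test is two-sided and compares the log2 values of 4 arrays with those of 4 others, for which the smallest possible p is 0.0286. The number of arrays limits the precision, and the median SE of a log2 difference was 0.51 in both comparisons. The tests were also run over 32 gene lists holding 804 genes, of which 723 were measured, with camera at a preset correlation of 0.01. These lists, the comparisons and the rule for naming genes were written before the data were examined.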

Significance analysis (*P*<0.05) identified changes in expression levels of 1108 probe sets (ps) for comparisons of L3/C and/or L/C, representing 2.05% of the total>54,000 ps on the oligoarray. Most ps showed <2-fold change. 

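In quantile normalized log2 values of the signal plus 16, which makes differences of low signals smaller, 1016 of the 1106 tested probe sets of the study's list (91.9%) differed by less than 2-fold between L and C, and 956 (86.4%) between L3 and C. Their median log2 difference, without regard to sign, was 0.35 in L/C and 0.43 in L3/C. Over all 54613 probe sets, 95.1% differed by less than 2-fold between L and C and 92.8% between L3 and C, with median sizes of 0.28 and 0.32. Among the probe sets at an unadjusted p under 0.05 from limma, 1066 of 1324 in L/C and 1871 of 2329 in L3/C differed by 2-fold or more. With a median SE of 0.51, small differences seldom reach such a p. These 2 counts therefore follow largely from the threshold and do not show that changes were large.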

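The 1106 probe sets of the study's list that were tested, picked by the study from these arrays, had 557 higher in L and 549 higher in C in L/C, or 515 and 591 with no further normalization. In L3/C, 624 of them were higher in L3 and 482 higher in C, a share of 56.4%. Its 95% exact Clopper-Pearson interval of 53.4 to 59.4 takes probe sets of the same arrays as independent, which they are not. The interval therefore understates the uncertainty of the share. That share was 61.5% with no further normalization of the deposited signals and 51.9% with each array centred on its median, a scaling that moved the median of all log2 differences to −0.12. Over all 54613 probe sets, limma gave an adjusted p under 0.05 to 0 in L/C and 0 in L3/C. An unadjusted p under 0.05 was found for 1324 probe sets in L/C (629 higher and 695 lower) and 2329 in L3/C (1215 higher and 1114 lower), where 5% of those tested are 2731. Without L3 replicate 4 the L3/C count was 4304 (2196 higher and 2108 lower), which lies above 2731. It was also above 2731 without L replicate 1 (2848) and with a replicate block (2836). Other settings over all probe sets left it below, down to 1621 in females only. The L/C count was above 2731 only with array weights (2759). The higher share of the 2329 in L3/C was 52.2%, with 63.5% for the L3/C count with no further normalization and 37.6% with each array centred on its median. In the comparison of L3 with L, 1619 were higher and 1330 lower at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05 from limma. The majority there turned with the scaling, with 2032 higher and 867 lower with no further normalization and 1137 and 1800 with each array centred on its median. All 4 arrays of one group lay above all 4 of the other for 1145 probe sets (2.10%) in L/C and 1205 (2.21%) in L3/C, where chance gives 2.86%.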

For the L/C comparisons, 534 ps were upregulated, and 574 ps were downregulated, while for the L3/C comparisons, 666 ps were upregulated and 442 ps were downregulated, showing that more genes were upregulated in the cerebral cortex in response to increasing formula ARA and DHA. Functional characterization by gene ontology of these differentially regulated genes assigns them to diverse biological processes including lipid and other metabolism, ion channel and transport, development, visual perception, G-protein and signal transduction, regulation of transcription, cell cycle, cell proliferation, apoptosis etc. Known functions were assigned to 702 differentially expressed probe sets, whereas 406 ps had no known functions as shown in Table S1A, S1B, S1C, S1D. 

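SERPINB6 (probe set type _s_at) and SERPINB6 (probe set type _x_at), a pair of probe sets for an intracellular serine protease inhibitor, had log2 differences in L3/C of 1.80 (SE 0.82) and 0.88 (SE 0.63). H63, a transcript of unknown function, had one of 1.10 (SE 0.52). Exact permutation p values were 0.143 and 0.257 for SERPINB6 and 0.0857 for H63. Across the 66 probe sets at 1.4-fold or more in the paper's L3/C values, which the study selected on these arrays and which are no independent evidence, 93.9% had the same sign here. Their mean log2 difference in the study's direction was 0.67, and 11 had an unadjusted p under 0.05 from limma. These probe sets followed the spike-in controls from array to array within the groups, and the mean log2 signal of those controls was 13.0 ± 1.23 in L3 and 12.4 ± 0.68 in C (SD, n = 4, exact permutation p = 0.4). For SERPINB6 (probe set type _x_at) (C replicate 4, lower) and H63 (L replicate 3, higher), 1 array stood apart from the other 3 of its group.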

Probe sets with ≥1.4 fold expression change are presented in Table S2. Experimental details for nine genes used for confirmatory RT-PCR analysis are presented in Table S3. We note that in our L/C and L3/C comparisons, expression patterns fall into four groups, L/C and L3/C both upregulated and both downregulated, or one upregulated and one downregulated. 

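Both log2 differences of a probe set share the same 4 C arrays. Over all 54613 probe sets, 61.4% had the same sign in L/C and L3/C, and the correlation of the 2 differences across probe sets, which are not independent replicates, was 0.37. Simulated arrays with no difference between the groups gave 66.7% on average (40.6 to 81.1 in 95% of 100 simulations) and a correlation of 0.48. The covariance of the 2 differences was 0.09, against 0.14 in these simulations. With 2 of the C arrays compared with L and the other 2 with L3, 47.1% had the same sign (41.0 to 50.3 over the 6 ways of dividing them) and the correlation was −0.09. At an unadjusted p under 0.05 from limma, 136 probe sets were higher in both comparisons and 114 lower in both. Independent comparisons would share 14.0 and 14.2, a reference that leaves out the shared C arrays. Other divisions of the 12 arrays into 3 groups of 4, which also share a group, gave medians of 200 and 199 over 99 drawn ones, and 92 of 100 with the real one gave as many.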

Because the L and L3 groups have the same amount of ARA but different amounts of DHA, our treatments do not strictly represent a DHA dose response. The L/C comparison corresponds to inclusion of DHA and ARA at current levels near the worldwide breastmilk means, while the L3 group corresponds to DHA near the worldwide high [8].

Nine genes were tested by quantitative real time PCR to confirm the array results, as shown in Table S4. 

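TIMM8A, a chaperone of the mitochondrial intermembrane space, had a log2 difference in L3/C of 2.17 (SE 0.56). NF1 (probe set type _at), 1 of 2 probe sets of this negative regulator of RAS, had one of 1.97 (SE 0.49), and the other, of probe set type _s_at, one of 0.26 (SE 0.49). Exact permutation p values were 0.0571 for TIMM8A and 0.0571 for the first NF1 probe set. LUM, a proteoglycan of collagenous matrix, had a log2 difference of 0.93 (SE 0.46) in L3/C, UCP2 (probe set type _at), a mitochondrial carrier, of 0.81 (SE 0.51) and ZNF611, a zinc finger protein, of 0.64 (SE 0.35). For the sheddase ADAM17 it was 0.44 (SE 0.40) and for the Wnt receptor FZD3 0.26 (SE 0.31). EGFR (probe set type _at) and the flippase ATP8B1 lay at 0.02 (SE 0.50) and 0.02 (SE 0.30). Of the 10 probe sets of these genes, which the study picked from these same arrays, so that the tally is not independent evidence, 8 were higher in L than in C and 10 in L3 than in C, with median log2 differences of 0.19 and 0.54. This median in L3/C was 0.52 with no further normalization and 0.35 with each array centred on its median. From limma, 1 had an unadjusted p under 0.05 in L/C and 2 in L3/C, and 0 and 2 an adjusted p under 0.05 when adjusted over the list alone. Among the arrays, L replicate 1 for FZD3 (higher) lay apart from the other 3 of the group. A turned sign was found in at least 1 other setting or with 1 array left out for NF1 (probe set type _s_at) in L3/C, EGFR in L3/C and ATP8B1 in L3/C.

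**Figure D1:**
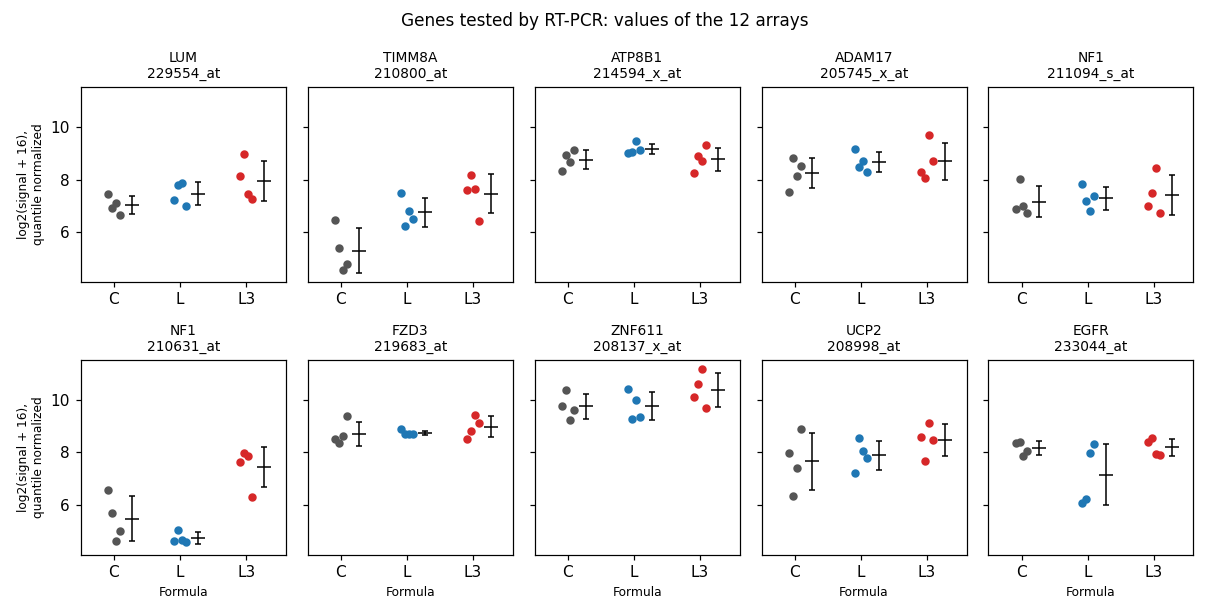
Log2 values (signal plus 16, quantile normalized) of each of the 12 arrays for the 10 probe sets of the genes tested by RT-PCR, grouped by formula, with the mean and SD of the 4 arrays beside the points. For TIMM8A and the NF1 probe set of type _at, 3 of the 4 L3 arrays lie above all 4 C arrays. The C and L3 arrays of EGFR and ATP8B1 share most of their range.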

All were qualitatively consistent with the gene array results.

We highlight results in several categories of gene ontogeny as follows.

### Lipid (fatty acid and cholesterol) Metabolism

Table 1 presents results from genes related to lipid metabolism that are regulated by dietary LCPUFA.

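ADH5, which oxidizes formaldehyde bound to glutathione, had a mean signal of 165 ± 32.1 in C and 330.1 ± 120.3 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of 0.81 (SE 0.39), with an exact permutation p of 0.0571. The other lipid genes of the table with the smallest p from limma in L3/C were TEBP, PRKAG2, ELOVL5, NSMAF and PDE3A. The 31 probe sets of the table, chosen by the study on the same arrays and therefore not independent evidence, had a median log2 difference of 0.02 in L3/C, and 17 were higher in L3, and the median in L3/C was 0.11 with no further normalization and −0.07 with each array centred on its median. From limma, 2 had an unadjusted p under 0.05 in L3/C, and 0 when adjusted over the list alone.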

**Table 1:** Lipid and energy metabolism gene fold-changes in expression profiles.

Metabolism	Gene Symbol	Unigene ID	L	L3
Lipid	*ATP8B1*	Hs.569910	1.28	1.36
	*PDE3A*	Hs.386791	1.08	1.30
	*ELOVL5*	Hs.520189	−1.02	1.11
	*ACSL3*	Hs.471461	−1.13	1.08
	*HNF4A*	Hs.116462	1.06	−1.16
	*CLPS*	Hs.1340	1.02	−1.16
	*ALDH3B2*	Hs.87539	1.05	−1.16
	*PLCE1*	Hs.20022	−1.10	−1.19
Fatty acid oxidation	*ACADSB*	Hs.81934	−1.10	1.38
	*ACAD10*	Hs.331141	−1.08	1.10
	*GLYAT*	Hs.274336	1.01	1.30
	*ADH5*	Hs. 78989	1.03	1.22
	*CPT2*	Hs.145384	1.10	−1.22
Energy	*LEP*	Hs.194236	−1.01	1.17
Ceramide	*NSMAF*	Hs.372000	−1.04	1.31
	*LASS5*	Hs.270525	1.06	1.11
Glycosphingolipid	*SPTLC2*	Hs.435661	1.27	1.40
Steroid	*OSBP2*	Hs.517546	−1.17	1.35
	*UGT2B15*	Hs.150207	1.04	1.21
	*SULT2B1*	Hs.369331	1.04	−1.38
Phospholipid	*DGKE*	Hs.546318	−1.10	1.17
	*PLA2G6*	Hs.170479	−1.09	−1.20
Prostaglandin and Leukotriene	*TEBP*	Hs.50425	1.02	1.52
	*ANXA3*	Hs.480042	1.26	−1.04
	*LTC4S*	Hs.456	−1.33	−1.24
Cholesterol	*DHCR24*	Hs.498727	−1.18	1.17
	*PRKAG2*	Hs.131133	−1.07	1.09
	*PRKAA1*	Hs.43322	1.09	−1.02
	*SOAT1*	Hs.496383	−1.09	−1.12
	*FDFT1*	Hs.546253	1.01	−1.13

Genes related to phospholipids biosynthesis (*PLA2G6* and *DGKE*) were differentially expressed. 

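PLA2G6, the calcium-independent phospholipase A2, had a mean signal of 157 ± 74.7 in C, 173 ± 107 in L and 90.3 ± 62.1 in L3 (SD, n = 4 per group). Its log2 difference was 0.06 (SE 0.67) in L/C and −0.85 (SE 0.67) in L3/C, with exact permutation p values of 0.886 and 0.286. The diacylglycerol kinase DGKE, which feeds phosphatidic acid into phospholipid synthesis, had signals of 117 ± 30.2 in C, 98.9 ± 62.5 in L and 142 ± 35.5 in L3 and log2 differences of −0.36 (SE 0.54) and 0.09 (SE 0.54). The 18 measured genes of the fixed list of phospholipases A2 had a median log2 difference of −0.05 in L/C, 9 of them higher, and of −0.19 in L3/C, 7 of them higher, with adjusted p of 0.952 and 0.926 from camera. For L3/C the median was −0.10 with no further normalization and −0.27 with each array centred on its median. There were 0 and 3 members at an unadjusted p under 0.05 from limma, and 0 and 0 when adjusted over the list alone. The members with the smallest p had log2 differences in L/C of 0.74 (SE 0.40) for PLA2G2A, −0.40 (SE 0.31) for PNPLA2 and 0.24 (SE 0.22) for PAFAH1B1. Those in L3/C were −1.76 (SE 0.55) for PAFAH1B3, 0.77 (SE 0.29) for PLA2G12A and 0.67 (SE 0.31) for PNPLA2. In PLA2G6 (C replicate 2, lower) and PNPLA2 (L replicate 1, lower), the array given lay far from the other 3 of its group. PLA2G6 in L/C, DGKE in L/C and DGKE in L3/C had the other sign in another setting or with 1 array left out, as had PNPLA2 in L/C in the 6 arrays with lower spike-in signal (1 of them L3) alone.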

*PLA2G6* was downregulated in both groups. This gene codes for the Ca-independent cytosolic phospholipase A2 Group VI. Alterations in this gene have very recently been implicated as a common feature of neurodegenerative disorders involving iron accumulation [39], as well as the underlying factor in infantile neuroaxonal dystrophy, a neurodegenerative disorder caused by accumulation of iron in the globus pallidus and resulting in death by age 10[40]. In a previous study of four week old breastfed baboons, the globus pallidus was found to have 15.8±0.5% DHA (w/w of total fatty acids) and was the richest in DHA of 26 CNS regions examined[2]. The globus pallidus is also rich in ARA, with 10.3% (w/w) in four week old baboons. PLA2 are a superfamily of enzymes that liberate fatty acids from the sn-2 position of phospholipids; in the globus pallidus DHA and ARA are the most abundant acyl groups at this site.

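Desaturases and elongases build DHA and ARA from shorter fatty acids. Over the 17 measured genes of the fixed list of desaturases and elongases, camera gave an adjusted p of 0.889 in L/C and 0.57 in L3/C, where 11 and 5 genes were higher and the median log2 differences were 0.12 and −0.19. The L3/C median was −0.29 with no further normalization and −0.46 with each array centred on its median. Its members with an unadjusted p under 0.05 from limma numbered 0 and 0, or 0 and 0 adjusted over the list alone. The smallest p of a member went with log2 differences in L/C of −0.36 (SE 0.29) for HACD2, 0.33 (SE 0.29) for SCD and −0.29 (SE 0.27) for FADS3. For L3/C they were −1.03 (SE 0.64) for ELOVL4, −0.26 (SE 0.20) for HACD3 and 0.39 (SE 0.37) for ELOVL6. Far from the other 3 arrays of the group lay L replicate 2 for HACD2 (higher). Over the fixed list, L replicate 1 lay apart at a mean deviation of −0.21 in log2, with the other L arrays at 0.24 to 0.32. In the 6 arrays with lower spike-in signal (1 of them L3) alone, the sign of HACD3 in L3/C and ELOVL6 in L3/C turned.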

Remarkably, among the elongation and desaturation enzymes associated with LCPUFA synthesis, only a single elongation enzyme was differentially expressed. The human *ELOVL5* transcript was downregulated slightly in the L/C group and upregulated in the L3/C group. This enzyme, also called *HELO1*, catalyzes the two carbon elongation of polyunsaturated 18 and 20 carbon fatty acids [41], [42].

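ELOVL5, which elongates polyunsaturated acyl chains, had a low mean signal of 17.9 ± 2.61 in C, 22.4 ± 8.40 in L and 37.8 ± 9.45 in L3 (SD, n = 4 per group). Its log2 difference was 0.17 (SE 0.29) in L/C and 0.59 (SE 0.29) in L3/C. The exact permutation p was 0.4 in L/C and 0.0571 in L3/C. With the 6 arrays with lower spike-in signal (1 of them L3) alone, the sign turned for ELOVL5 in L/C.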

We also found that *DGKE* was upregulated in the L3/C comparison. 

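NSMAF (the study's probe set), an adaptor that couples TNF receptors to neutral sphingomyelinase, had a mean signal of 141 ± 72.3 in C, 143 ± 51.4 in L and 262 ± 51.2 in L3 (SD, n = 4 per group) and log2 differences of 0.12 (SE 0.40) in L/C and 0.80 (SE 0.40) in L3/C, the latter with an exact permutation p of 0.0571. SPTLC2, a subunit of the enzyme that starts sphingolipid synthesis, had signals of 41.7 ± 23.5 in C, 96.7 ± 41.6 in L and 78.4 ± 60.3 in L3 and a log2 difference of 0.56 (SE 0.53) in L3/C. The ceramide synthase LASS5 gave 0.17 (SE 0.33) and 0.27 (SE 0.33) at signals near background, and the oxysterol binding protein OSBP2 gave −0.15 (SE 0.54) and 0.02 (SE 0.54). For UGT2B15, which conjugates steroids, the log2 differences were 0.02 (SE 0.70) and 0.78 (SE 0.70). Among the 5 probe sets of these genes, a selection the study made on these arrays, which makes the counts no independent evidence, 4 were higher in L and 5 in L3, at a median log2 difference of 0.12 and 0.56. Counts at an unadjusted p under 0.05 from limma were 0 in L/C and 0 in L3/C, or 0 and 0 when adjusted over the list alone. For the 20 measured genes of the fixed list of sphingolipid synthesis, the median log2 difference was 0.0045 in L/C and −0.05 in L3/C, with 11 and 9 genes higher and a camera adjusted p of 0.889 and 0.999, and in L3/C the mean was −0.04 and the test pointed up. With other scalings the L/C median was 0.03 with no further normalization and 0.07 with each array centred on its median. Under other scalings the L3/C median was −0.06 with no further normalization and −0.23 with each array centred on its median. For 0 and 0 members limma's unadjusted p was under 0.05, and for 0 and 0 adjusted over the list alone. Its smallest p values belonged to log2 differences in L/C of 0.82 (SE 0.51) for SGMS1, 0.53 (SE 0.38) for GALC and −0.55 (SE 0.41) for NSMAF (the brightest probe set). In L3/C the values were 1.07 (SE 0.53) for SMPD2, 0.35 (SE 0.24) for ASAH1 and −0.91 (SE 0.62) for DEGS1. Single arrays apart from the rest of their group were L replicate 4 for LASS5 (higher) and L replicate 1 for NSMAF (the brightest probe set) (lower). Over the fixed list, L replicate 1 lay apart at a mean deviation of −0.42 in log2, with the other L arrays at 0.18 to 0.24. Signs turned in another setting or with 1 array left out for NSMAF (the study's probe set) in L/C, LASS5 in L/C, LASS5 in L3/C, OSBP2 in L/C, OSBP2 in L3/C and UGT2B15 in L/C, and in the 6 arrays with lower spike-in signal (1 of them L3) alone for SPTLC2 in L3/C, UGT2B15 in L3/C, SMPD2 in L3/C and DEGS1 in L3/C.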

Genes involved in ceramide metabolism (*NSMAF, LASS5*), glycosphingolipid metabolism (*SPTLC2*) and steroid metabolism (*OSBP2, UGT2B15*) showed increased expression in L3/C group, whereas *NSMAF* and *OSBP2* were downregulated in L/C group.

The best studied role of ARA is as a precursor for eicosanoids including prostaglandins, leukotrienes, and thromboxanes. 

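TEBP, the prostaglandin E synthase and HSP90 co-chaperone p23, had a mean signal of 283 ± 95.7 in C, 279 ± 106 in L and 472 ± 91.9 in L3 (SD, n = 4 per group). Its log2 difference was 0.02 (SE 0.33) in L/C and 0.72 (SE 0.33) in L3/C, where the 4 L3 arrays all lay above the 4 C arrays (exact permutation p = 0.0286). LTC4S, the synthase of the first cysteinyl leukotriene, had signals of 52.6 ± 33.0 in C, 34.6 ± 25.2 in L and 67.7 ± 69.8 in L3 and log2 differences of −0.39 (SE 0.61) in L/C and −0.07 (SE 0.61) in L3/C. ANXA3, a calcium-dependent phospholipid binding protein, had log2 differences of 0.71 (SE 0.65) and −0.74 (SE 0.65). Of the 3 probe sets of these genes, listed by the study from the same arrays, so not an independent test, 2 were higher in L than in C and 1 in L3 than in C, with median log2 differences of 0.02 and −0.07, and the median in L/C was −0.01 with no further normalization and 0.02 with each array centred on its median and the median in L3/C was 0.06 with no further normalization and −0.11 with each array centred on its median. Counts at an unadjusted p under 0.05 from limma were 0 in L/C and 1 in L3/C, or 0 and 0 when adjusted over the list alone. The 19 measured genes of the fixed list of eicosanoid synthesis had a median log2 difference of 0.10 in L/C, 11 of them higher, and of −0.07 in L3/C, 9 of them higher, with adjusted p of 0.889 and 0.926 from camera, while the median in L3/C was 0.02 with no further normalization and −0.16 with each array centred on its median. Of the members, 1 and 1 had an unadjusted p under 0.05 from limma, and 0 and 0 when adjusted over the list alone. Among members, the smallest p went with log2 differences in L/C of 1.15 (SE 0.48) for ALOX15B, −0.61 (SE 0.36) for PTGES2 and −0.64 (SE 0.61) for HPGD. The values in L3/C were 1.18 (SE 0.44) for AKR1C3, −1.09 (SE 0.59) for ALOX12 and −0.64 (SE 0.36) for LTA4H. Away from the other 3 of the group was a single array in TEBP (C replicate 3, lower) and AKR1C3 (L replicate 2, higher). A turned sign was found in at least 1 other setting or with 1 array left out for TEBP in L/C and LTC4S in L3/C.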

One of the genes derived from membrane-bound ARA, which catalyze the first step in the biosynthesis of cysteinyl leukotrienes, Leukotriene C4 synthase (*LTC4S*), is downregulated in both DHA-ARA groups. *LTC4S* is a potent proinflammatory and anaphylactic mediator [43]. An elevated level of mRNA for *PGES3* (prostaglandin E synthase 3) was observed in both the groups. *PGES3* is also known as *TEBP* (telomerase-binding protein p23) or inactive progesterone receptor, 23-KD (*p23*). *p23*, a ubiquitous highly conserved protein which functions as a co-chaperone for the heat shock protein, *HSP90*, participates in the folding of a number of cell regulatory proteins [44], [45]. *p23* has been demonstrated to bind to human telomerase reverse transcriptase (hTERT) and contribute to telomerase activity [46]. Decreased levels of Annexin A3 (*ANXA3*) also known as Lipocortin III was observed with increasing DHA.

Genes involved in fatty acid oxidation (*ACADSB, ACAD10* and *GLYAT*) were upregulated, and carnitine palmitoyltransferase II (*CPT2*) downregulated, in the L3/C group. 

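ACADSB (the study's probe set), the dehydrogenase of short branched acyl chains, had a mean signal of 352 ± 64.1 in C and 600.1 ± 375 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of 0.65 (SE 0.45). ACAD10, of the same enzyme family, had one of 0.13 (SE 0.70) and the glycine acyltransferase GLYAT one of 0.32 (SE 0.53). CPT2, which releases acyl groups from carnitine inside mitochondria, had signals of 43.3 ± 17.8 in C and 31.3 ± 5.27 in L3 and a log2 difference of −0.34 (SE 0.37). Exact permutation p values were 0.2 for ACADSB and 0.229 for CPT2. The 4 probe sets of these genes, taken from the study's own list, so that these counts are not independent evidence, had a median log2 difference of 0.23 in L3/C, and 3 were higher in L3. An unadjusted p under 0.05 from limma in L3/C went to 0 of them, and to 0 when adjusted over the list alone. Over the 24 measured genes of the fixed list of mitochondrial fatty acid oxidation, camera gave an adjusted p of 0.95 in L/C and 0.999 in L3/C, where 11 and 11 genes were higher and the median log2 differences were −0.02 and −0.04, and the median in L/C was −0.03 with no further normalization and 0.01 with each array centred on its median. Scaled otherwise, the median in L3/C was −0.08 with no further normalization and −0.25 with each array centred on its median. The mean deviation of this list in log2 was −0.73 in L replicate 1 and 0.01 to 0.48 in the other L arrays. In the C arrays it was −0.24 to 0.31. From limma, 0 and 0 members had an unadjusted p under 0.05, with 0 and 0 adjusted over the list alone. Members with the smallest p had log2 differences in L/C of −0.83 (SE 0.48) for ACADS, 1.04 (SE 0.69) for ETFB and 1.07 (SE 0.74) for ECHS1. In L3/C such members had 0.94 (SE 0.54) for ACAA2, −0.50 (SE 0.30) for ACADSB (the brightest probe set) and 0.90 (SE 0.65) for ACADL. For ACADSB (the study's probe set) (L replicate 1, lower), GLYAT (L3 replicate 3, higher), ECHS1 (L replicate 1, lower) and ACADL (L3 replicate 4, lower), 1 array stood apart from the other 3 of its group. ACAD10 in L3/C, GLYAT in L3/C and ETFB in L/C had the other sign in another setting or with 1 array left out, as had ACADSB (the study's probe set) in L3/C and ACADL in L3/C in the 6 arrays with lower spike-in signal (1 of them L3) alone.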

ACADs (acyl-CoA dehydrogenases) are a family of mitochondrial matrix flavoproteins that catalyze the dehydrogenation of acyl-CoA derivatives and are involved in the β-oxidation and branched chain amino-acid metabolism [47], [48]. Both the ACADs family members *ACADSB* and *ACAD10* were upregulated in L3/C group, consistent with greater energy production in the high DHA group. Mitochondrial-specific *GLYAT* (glycine-N-acyltransferase) also known as acyl CoA:glycine N-acyl transferase (*ACGNAT*), conjugates glycine with acyl-CoA and participates in detoxification of various drugs and xenobiotics [49], [50]. Mawal et al [50] suggested that delayed development of *GLYAT* might impair detoxification process in children.

Genes involved in cholesterol biosynthesis, *DHCR24, PRKAG2, PRKAA1, SOAT1*, and *FDFT1* showed significant associations with LCPUFA levels. 

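PRKAG2 (probe set type _x_at), for a regulatory subunit of AMP-activated protein kinase, had a mean signal of 527 ± 38.7 in C and 320.3 ± 147 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of −0.92 (SE 0.37), with an exact permutation p of 0.0857. The other probe set of the gene, of probe set type _at, had one of 0.31 (SE 0.58). Squalene synthase, FDFT1, and the sterol acyltransferase SOAT1 had log2 differences of −0.73 (SE 0.50) and −0.66 (SE 0.53). The kinase subunit PRKAA1 had one of 0.40 (SE 0.44). Among the 6 probe sets of these genes, drawn by the study from these 12 arrays and thus no independent evidence, 3 were higher in L3 than in C and the median log2 difference was −0.17. That median was −0.11 with no further normalization and −0.28 with each array centred on its median in L3/C. An unadjusted p under 0.05 from limma in L3/C went to 1 of them, and to 0 when adjusted over the list alone. For the 20 measured genes of the fixed list of cholesterol synthesis, the median log2 difference was 0.10 in L/C and 0.0035 in L3/C, with 13 and 10 genes higher and a camera adjusted p of 0.889 and 0.999, while in L3/C the mean was −0.05 and the test pointed down and the median in L3/C was −0.03 with no further normalization and −0.20 with each array centred on its median. Other scalings gave an L/C median of 0.14 with no further normalization and 0.18 with each array centred on its median. Members under an unadjusted p of 0.05 from limma were 0 and 1, and 0 and 0 adjusted over the list alone. With the smallest p came log2 differences in L/C of 0.73 (SE 0.40) for GGPS1, 0.42 (SE 0.30) for MVK and −0.54 (SE 0.46) for FDPS. L3/C gave −1.15 (SE 0.47) for HSD17B7, 0.52 (SE 0.31) for HMGCS1 and −0.51 (SE 0.33) for SREBF2. Among the arrays, C replicate 2 for PRKAG2 (probe set type _at) (lower), L3 replicate 4 for SOAT1 (higher), L replicate 3 for FDFT1 (higher) and C replicate 4 for HSD17B7 (higher) lay apart from the other 3 of the group. In other settings or with 1 array left out, the sign of PRKAG2 (probe set type _at) in L3/C and FDPS in L/C turned, as did that of FDFT1 in L3/C, SOAT1 in L3/C and SREBF2 in L3/C in the 6 arrays with lower spike-in signal (1 of them L3) alone.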

Increasing DHA upregulated *DHCR24* and *PRKAG2*, downregulated *PRKAA1, SOAT1* and *FDFT1. DHCR24* (24-dehydrocholesterol reductase) also known as selective AD indicator 1 (*SELADIN1*) catalyzes the reduction of the delta-24 double bond of sterol intermediates during cholesterol biosynthesis [51]. *SELADIN1* may activate estrogen receptor in the brain and protect from beta-amyloid-mediated toxicity [52]. Decreased expression of *SELADIN1* is observed in brain regions of patients with Alzheimer's disease [53]. *PRKAG2* (protein kinase, AMP-activated, gamma 2) is a member of AMP-activated protein kinase (AMPK) family. AMPKs perform multifunctional roles in calcium signaling, weight loss, regulation of energy metabolism in heart [54], [55], [56].

*SOAT1* (sterol O-acyl transferase) or Acyl-coenzyme A: cholesterol acyl transferase (*ACAT*) is an intracellular protein which catalyzes the formation of cholesterol esters in endoplasmic reticulum and is involved in lipid droplets that are characteristic of foam cells of atherosclerotic plaques [57], [58], [59].

Increased expression was detected for *ATP8B1*, *PDE3A* in both groups, comparatively more in L3/C, while transcripts involving *HNF4A* (Hepatic nuclear factor-4α), *CLPS* and *ALDH3B2* showed decreased expression with increasing DHA. 

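PDE3A, which hydrolyses cyclic nucleotides, had a mean signal of 46.9 ± 24.1 in C, 60.0 ± 37.3 in L and 126 ± 55.5 in L3 (SD, n = 4 per group) and log2 differences of 0.23 (SE 0.58) in L/C and 1.02 (SE 0.58) in L3/C (exact permutation p = 0.114 in L3/C). The canalicular flippase ATP8B1 had signals of 425 ± 109.9 in C, 574 ± 98.1 in L and 456 ± 134 in L3 and a log2 difference of 0.40 (SE 0.30) in L/C. HNF4A, a nuclear receptor of liver and gut, had signals of 123 ± 72.9 in C, 171 ± 133 in L and 106 ± 59.3 in L3 and log2 differences of 0.26 (SE 0.63) and −0.35 (SE 0.63), with exact permutation p values of 0.771 and 0.571. CLPS, the cofactor of pancreatic lipase, gave 0.21 (SE 0.58) and −0.58 (SE 0.58). The aldehyde dehydrogenase ALDH3B2 gave −0.02 (SE 0.56) and −0.64 (SE 0.56). Of the 5 probe sets of these genes, which the study picked from these same arrays, so that the tally is not independent evidence, 4 were higher in L than in C and 2 in L3 than in C, with median log2 differences of 0.23 and −0.35. This median in L3/C was −0.22 with no further normalization and −0.39 with each array centred on its median. In L/C 0 and in L3/C 0 of them had an unadjusted p under 0.05 from limma, and 0 and 0 when adjusted over the list alone. The 27 measured genes of the fixed list of PPAR, LXR and SREBP targets had a median log2 difference of 0.12 in L/C, 17 of them higher, and of −0.02 in L3/C, 13 of them higher, with adjusted p of 0.889 and 0.926 from camera, and in L3/C the mean was 0.05 and the test pointed up. For L3/C the median was −0.01 with no further normalization and −0.18 with each array centred on its median. Taken singly, 0 and 1 members had an unadjusted p under 0.05 from limma, or 0 and 0 adjusted over the list alone. The members with the smallest p had log2 differences in L/C of −1.02 (SE 0.66) for ANGPTL4, −0.88 (SE 0.58) for PLIN2 and 0.78 (SE 0.55) for NR1H3. For L3/C they were 0.78 (SE 0.36) for ABCA1, 0.54 (SE 0.26) for FABP7 and 0.78 (SE 0.40) for LPL. In CLPS (L3 replicate 3, lower) and ANGPTL4 (L3 replicate 2, higher), the array given lay far from the other 3 of its group. Another setting or 1 array left out turned the sign of PDE3A in L/C, HNF4A in L/C, HNF4A in L3/C, CLPS in L/C and ALDH3B2 in L/C, and the 6 arrays with lower spike-in signal (1 of them L3) alone that of PDE3A in L3/C, CLPS in L3/C and LPL in L3/C.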

Intrahepatic cholestasis, or impairment of bile flow, is an important manifestation of inherited and acquired liver disease resulting in hepatic accumulation of the toxic bile acids and progressive liver damage. Bile acids enhance efficient digestion and absorption of dietary fats and fat-soluble vitamins, and are the main route for excretion of sterols. Expression of *ATP8B1* is high in the small intestine, and mutations in *ATP8B1* gene have been linked to intrahepatic cholestasis [60], [61]. *ATP8B1* expression was confirmed by real time PCR (Table S4). *PDE3A* (phosphodiesterase 3A, cGMP-inhibited) is a 120 kDa protein found in myocardium and platelets [62]. Ding et al[63] showed significantly decreased expression of *PDE3A* in the left ventricles of failing human hearts. *PDE3A* expression is required for the regulation of penile erection in humans [64].

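LEP, the adipocyte hormone leptin, had a mean signal of 69.6 ± 55.5 in C and 40.7 ± 17.8 in L3 (SD, n = 4 per group). Its log2 difference in L3/C was −0.49 (SE 0.49), with an exact permutation p of 0.429.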

Leptin (*LEP*), which has a role in energy metabolism, was upregulated in L3/C group. Leptin is a secreted adipocyte hormone that plays a pivotal role in the regulation of food intake and energy homeostasis [65], [66]. Leptin suppresses feeding and decreases adiposity in part by inhibiting hypothalamic Neuropeptide Y synthesis and secretion [67], [68].

### Ion Channel and Transport

Expression levels of transcripts involved in ion channel and transporter activity were altered by dietary LCPUFA (Table S5). Uncoupling protein 2, *LOC131873* (hypothetical protein) and *ATP11C*, which have ion channel activity, are upregulated in both the groups but moreso in L3/C. Other transcripts with ion channel activity, including *VDAC3, FTH1, KCNK3, KCNH7* and *TRPM1* were upregulated in L3/C group and downregulated in L/C. *GLRA2, TRPV2* and *HFE* are upregulated in L/C and repressed in L3/C. *P2RX2, GRIA1* and *CACNA1S* are repressed in both the groups.

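TRPM1 (probe set type _s_at), for a cation channel of melanocytes and retinal bipolar cells, had a mean signal of 31.4 ± 24.8 in C, 43.6 ± 25.0 in L and 82.5 ± 46.1 in L3 (SD, n = 4 per group) and log2 differences of 0.42 (SE 0.51) in L/C and 1.02 (SE 0.51) in L3/C. The heat-sensitive channel TRPV2 had signals of 111 ± 108 in C, 204 ± 49.7 in L and 64.9 ± 5.79 in L3 and log2 differences of 1.11 (SE 0.53) and −0.41 (SE 0.53). FTH1, the ferritin heavy chain, had signals of 222 ± 80.7 in C, 111 ± 59.7 in L and 281 ± 125 in L3 and log2 differences of −0.95 (SE 0.48) and 0.16 (SE 0.48). The exact permutation p was 0.114 for FTH1 in L/C and 0.0857 for TRPM1 in L3/C. The muscle calcium channel CACNA1S had log2 differences of −0.53 (SE 0.47) and −0.86 (SE 0.47). The 14 probe sets of these genes, chosen by the study on the same arrays and therefore not independent evidence, had a median log2 difference of 0.19 in L/C, where 9 were higher, and of −0.01 in L3/C, where 7 were higher, and the median in L3/C was 0.09 with no further normalization and −0.08 with each array centred on its median. In L/C 0 and in L3/C 0 of them had an unadjusted p under 0.05 from limma, and 0 and 0 when adjusted over the list alone. Far from the other 3 arrays of the group lay C replicate 4 for TRPM1 (higher) and C replicate 4 for TRPV2 (higher). Signs turned in another setting or with 1 array left out for TRPV2 in L3/C and FTH1 in L3/C.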

One of our significant observations is the increased expression of uncoupling protein 2 (*UCP2*), a mitochondrial, proton carrier. Our data shows, for the first time, increased expression of *UCP2* in neonatal cerebral cortex associated with dietary LCPUFA; increased expression is observed in both the groups but more in L3/C. QRT-PCR confirmed the array results (Table S4). 

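UCP2 (probe set type _at), for the mitochondrial uncoupling protein 2, had a mean signal of 226 ± 172 in C, 223 ± 72.6 in L and 365 ± 134 in L3 (SD, n = 4 per group) and a log2 difference of 0.23 (SE 0.51) in L/C. Exact permutation p values were 0.743 in L/C and 0.286 in L3/C. A second UCP2 probe set with a higher mean signal, of probe set type _s_at, had log2 differences of 0.70 (SE 0.59) in L/C and −0.51 (SE 0.59) in L3/C. Over the 7 measured genes of the fixed list of mitochondrial uncoupling carriers, camera gave an adjusted p of 0.889 in L/C and 0.926 in L3/C, where 5 and 4 genes were higher and the median log2 differences were 0.21 and 0.10, while the median in L3/C was 0.10 with no further normalization and −0.07 with each array centred on its median. There were 0 and 0 members at an unadjusted p under 0.05 from limma, and 0 and 0 when adjusted over the list alone. The smallest p of a member went with log2 differences in L/C of −0.42 (SE 0.35) for SLC25A4 and 0.27 (SE 0.35) for UCP1. In L3/C the values were 0.32 (SE 0.26) for SLC25A27 and 0.24 (SE 0.32) for SLC25A14. The array apart from the rest of its group was L replicate 1 for SLC25A4 (lower). A turned sign was found in at least 1 other setting or with 1 array left out for UCP2 (probe set type _at) in L/C, UCP2 (probe set type _s_at) in L3/C, SLC25A4 in L/C and SLC25A14 in L3/C.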

Nutritional regulation and induction of mitochondrial uncoupling proteins resulting from dietary n3-PUFA in skeletal muscle and white adipose tissue have been observed [69], [70]. Increased *UCP2* expression is beneficial in diseases associated with neurodegeneration, cardiovascular and type 2 diabetes[71]. Dietary fats in milk increased the expression and function of *UCP2* in neonatal brain and protected neurons from excitotoxicity [72].

*VDAC3* (voltage-dependent anion channel 3) belongs to a group of pore forming proteins found in the outer mitochondrial membrane and in brain synaptic membranes [73], [74]. Massa et al [75] observed a significant reduction of *VDAC3* mRNA levels in the skeletal muscle and brains of dystrophin-deficient mdx mice during postnatal development. Mice lacking *VDAC3* exhibit infertility [76]. All the transcripts (*VDAC3, KCNK3* and *KCNH7*) having voltage-gated anion channel porin activity were upregulated with increasing DHA. *FTH1* (Ferritin heavy chain 1) is required for iron homeostasis and it has been previously shown to be expressed in human brain [77].

Genes encoding small molecule transporters were differentially expressed, including carriers of glucose (*SLC2A1, SLC5A4*), chloride (*SLC12A6*), sodium (*SLC13A3*), monoamine (*SLC18A2*) and others (*SLC26A4, SLC17A6*). These transporters might help in exchange of nutrients and metabolites. 

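SLC17A6, the vesicular glutamate transporter VGLUT2, had a mean signal of 748 ± 197 in C, 290.4 ± 14.8 in L and 598 ± 197 in L3 (SD, n = 4 per group). Its log2 difference was −1.21 (SE 0.30) in L/C, where all 4 L arrays lay below all 4 C arrays (exact permutation p = 0.0286), and −0.29 (SE 0.30) in L3/C. SLC26A4, an anion exchanger for chloride and iodide, had signals of 60.4 ± 21.5 in C, 105 ± 100.2 in L and 243 ± 79.2 in L3 and log2 differences of 0.46 (SE 0.57) and 1.65 (SE 0.57), with an exact permutation p of 0.0286 in L3/C. The glucose transporter SLC2A1 (probe set type _at) had log2 differences of 1.20 (SE 0.54) and 0.06 (SE 0.54), and the glucose sensor SLC5A4 of 0.54 (SE 0.55) and 1.20 (SE 0.55). For SLC18A2, which loads monoamines into vesicles, they were 0.63 (SE 0.51) and 1.01 (SE 0.51). Among the 7 probe sets of these genes, a selection the study made on these arrays, which makes the counts no independent evidence, 6 were higher in L and 5 in L3, at a median log2 difference of 0.46 and 0.52. From limma, 2 had an unadjusted p under 0.05 in L/C and 3 in L3/C, and 1 and 0 an adjusted p under 0.05 when adjusted over the list alone. SLC26A4 in L/C, SLC2A1 in L3/C and SLC18A2 in L/C had the other sign in another setting or with 1 array left out, as had SLC17A6 in L3/C and SLC18A2 in L3/C in the 6 arrays with lower spike-in signal (1 of them L3) alone.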

Members of the cytochrome P and B family of proteins were also differentially expressed. 

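OXA1L, which inserts proteins into the inner mitochondrial membrane, had a mean signal of 654 ± 423 in C and 446 ± 242 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of −0.42 (SE 0.53). RSAFD1 had signals of 467.2 ± 219 in C and 397 ± 208 in L3 and a log2 difference of −0.40 (SE 0.42). The vesicle tethering factor VDP and the complement subunit C1QG had log2 differences of −0.10 (SE 0.52) and −0.06 (SE 0.48). Exact permutation p values were 0.6 for OXA1L and 0.457 for RSAFD1. Of the 4 probe sets of these genes, listed by the study from the same arrays, so not an independent test, 0 were higher in L3 than in C, with a median log2 difference of −0.25. The L3/C median was −0.12 with no further normalization and −0.29 with each array centred on its median. Of these, 0 had an unadjusted p under 0.05 in L3/C from limma, or 0 adjusted over the list alone. In other settings or with 1 array left out, the sign of OXA1L in L3/C, VDP in L3/C and C1QG in L3/C turned, as did that of RSAFD1 in L3/C in the 6 arrays with lower spike-in signal (1 of them L3) alone.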

Transcripts encoding *VDP, RSAFD1, C1QG* and *OXA1L* were significantly repressed by increasing DHA.

### G-Proteins and Signaling

Numerous genes encoding G-protein activity were differentially regulated (Table S5), and the majority were induced by high DHA. *GNA13, GNA14, PTHR2, RCP9* and *FZD3* showed increased expression in both DHA groups. 

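GNA13 and GNA14, alpha subunits of heterotrimeric G-proteins, had log2 differences in L3/C of 1.11 (SE 0.63) and 0.76 (SE 0.47), with exact permutation p values of 0.143 and 0.171. The mean signal of GNA14 was 167 ± 66.7 in C and 317 ± 121 in L3 (SD, n = 4 per group). The Wnt receptor FZD3 had signals of 430.1 ± 168 in C, 407 ± 50.9 in L and 501 ± 115 in L3 and a log2 difference of 0.03 (SE 0.31) in L/C. EDG7, a receptor for lysophosphatidic acid, had log2 differences of −1.39 (SE 0.54) in L/C and −0.35 (SE 0.54) in L3/C. The adrenergic receptor ADRA1A had one of 1.09 (SE 0.65) in L3/C, the odorant receptor OR8G2 one of −1.00 (SE 0.69) and the neuropeptide Y receptor NPY1R one of −0.43 (SE 0.50). The 14 probe sets of these genes, taken from the study's own list, so that these counts are not independent evidence, had a median log2 difference of 0.19 in L3/C, and 9 were higher in L3. With other scalings the L3/C median was 0.23 with no further normalization and 0.06 with each array centred on its median. From limma, 0 had an unadjusted p under 0.05 in L3/C, and 0 when adjusted over the list alone. In L/C 2 had one under 0.05, and 1, which was not EDG7, when adjusted over the list alone. Log2 differences of the 14 probe sets in L/C ran from −1.39 for EDG7 to 2.17, with a smallest unadjusted p of 0.00188 from limma. Away from the other 3 of the group was a single array in FZD3 (L replicate 1, higher) and GNA14 (L replicate 1, lower). Another setting or 1 array left out turned the sign of FZD3 in L/C and EDG7 in L3/C, and the 6 arrays with lower spike-in signal (1 of them L3) alone that of ADRA1A in L3/C.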

*EDG7, SH3TC2, GNRHR, ADRA1A, BLR1, GPR101, GPR20* and *OR8G2* were downregulated in L/C and upregulated in L3/C. *NPY1R* is downregulated in both the groups.

DHA regulates G-protein signaling in the brain and retina [78]. G-proteins are membrane-associated proteins which promote exchange of GTP for GDP and regulate signal transduction and membrane traffic[79]. *GNA13* deficiency impairs angiogenesis in mice [80] while *GNA14* activates the NF-κB signaling cascade [81]. Parathyroid hormone receptor 2 (*PTHR2*) is activated by parathyroid hormone and is relatively abundant in the CNS [82], [83]. *RCP9*, also known as calcitonin gene-related peptide-receptor component protein, may have a role during hematopoiesis [84]. Tissir and Goffinet [85] showed expression of *FZD3* during postnatal CNS development in mice. *FZD3* array results were confirmed by SYBR green real time PCR assay (Table S4).

Neuropeptide Y is a 36-amino acid peptide with strong orexigenic effects *in vivo* [86]. Two major subtypes of NPY (Y1 and Y2) have been defined by pharmacologic criteria. *NPY1R* was suggested to be unique for the control of feeding [87]. Pedrazzini et al [88] observed a moderate but significant decrease in food intake in mice lacking the *NPY1R* gene.

*EDG7* (endothelial differentiation, lysophosphatidic acid G-protein-coupled receptor, 7) mediates calcium mobilization[89]. Mutation in the *SH3TC2* gene causes childhood-onset of a neurodegenerative disorder affecting motor and sensory neurons[90].

Several signaling proteins (*NF1, WSB1, SOCS4, RIT1, CD8B1, OR2A9P* and *RERG*) were upregulated in both groups. 

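NF1 (probe set type _at), for the RAS regulator neurofibromin, had a mean signal of 37.6 ± 36.5 in C, 9.90 ± 4.19 in L and 195 ± 93.9 in L3 (SD, n = 4 per group) and a log2 difference of −0.74 (SE 0.49) in L/C. The other probe set, of probe set type _s_at, had signals of 139 ± 94.9 in C, 144 ± 75.0 in L and 190.2 ± 123 in L3 and a log2 difference of 0.14 (SE 0.49) in L/C. DDAH1, which degrades inhibitors of nitric oxide synthase, had signals of 70.7 ± 42.9 in C and 13.5 ± 6.23 in L3 and a log2 difference in L3/C of −1.51 (SE 0.60), with an exact permutation p of 0.0571. The Wnt antagonist SFRP2 and the ligand WNT10A had log2 differences in L3/C of 0.79 (SE 0.59) and −0.92 (SE 0.61). The integrin ITGA2 had one of 0.78 (SE 0.58) and the peptide apelin, APLN, one of −0.76 (SE 0.54). Among the 32 probe sets of these genes, drawn by the study from these 12 arrays and thus no independent evidence, 17 were higher in L3 than in C and the median log2 difference was 0.03, and the median in L3/C was 0.11 with no further normalization and −0.06 with each array centred on its median. From limma, 2 had an unadjusted p under 0.05 in L3/C, and 1 when adjusted over the list alone. For SFRP2 (L3 replicate 1, lower), 1 array stood apart from the other 3 of its group. Signs turned in another setting or with 1 array left out for NF1 (probe set type _s_at) in L/C, and in the 6 arrays with lower spike-in signal (1 of them L3) alone for WNT10A in L3/C and APLN in L3/C.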

Genes that are upregulated in L3/C and downregulated in L/C were also observed, specifically *PDE4D, KRAS, ITGA2, PLCXD3, WNT8A, ARHGAP4, RAPGEF6, OR2F1/OR2F2, CCM1* and *SFRP2*, while a few genes (*WNT10A*, *ADCY2, OGT, DDAH1* and *BCL9*) were upregulated in L/C and downregulated in L3/C. *IQGAP3, GCGR, APLN, CYTL1, GRP, LPHN3, CNR1, VAV3* and *MCF2* were downregulated in both the groups (Table S5).

*NF1* is a tumor-suppressor gene; mutations in this gene cause neurocutaneous defects [91]. *NF1* gene expression and function are needed for normal fracture healing [92]. *NF1* expression levels were confirmed by QRT-PCR (Table S4). *WSB1* is a SOCS-box-containing WD-40 protein expressed during embryonic development in chicken [93]. 

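The exchange factor RAPGEF6 had a mean signal of 341 ± 46.8 in C and 427 ± 50.5 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of 0.27 (SE 0.29), with an exact permutation p of 0.114. The RAS-like proteins RERG and RIT1 had log2 differences of 0.46 (SE 0.59) and −0.12 (SE 0.44). Among the arrays, L replicate 1 for RIT1 (higher) lay apart from the other 3 of the group. A turned sign was found in at least 1 other setting or with 1 array left out for RIT1 in L3/C.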

RAS and RAS related gene families of small GTPases (*RIT1, KRAS, RERG* and *RAPGEF6*) were upregulated by increasing DHA.

Diets deficient in n-3 PUFA induce substitution of n-6 DPA (22:5n-6) in neural membranes, and impairment of functions mediated by G protein mediated signaling, such as visual perception, learning and memory, and olfactory discrimination. Abundant evidence indicates that this results in reduced rhodopsin activation, and signaling in rod outer segments compared to DHA-replete animals[78], [94], [95], [96], [97].

### Development

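SCEL, sciellin, a protein of the cornified envelope, had a mean signal of 129.9 ± 60.1 in C and 17.6 ± 7.43 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of −2.13 (SE 0.49). All 4 L3 arrays lay below all 4 C arrays for SCEL (exact permutation p = 0.0286). SMURF1, a ubiquitin ligase that acts on BMP signaling, had signals of 14.2 ± 6.12 in C and 151 ± 119 in L3 and a log2 difference of 1.89 (SE 0.70) in L3/C. The transcripts CDV1 and SPAG6, the latter a protein of ciliary axonemes, had log2 differences of −1.22 (SE 0.60) and −1.08 (SE 0.52). Exact permutation p values were 0.114 for SMURF1 and 0.0857 for SPAG6. Of the 24 probe sets of development, which the study picked from these same arrays, so that the tally is not independent evidence, 14 were higher in L3 than in C, with a median log2 difference of 0.11. Under other scalings the L3/C median was 0.19 with no further normalization and 0.02 with each array centred on its median. In L3/C, 3 had an unadjusted p under 0.05 from limma, or 2 adjusted over the list alone. Turning sign in the 6 arrays with lower spike-in signal (1 of them L3) alone were SMURF1 in L3/C.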

Table 2 shows differential expression of 24 genes related to development. The products of 11 transcripts play a role in nervous system development. The expression of *TIMM8A, NRG1, SEMA3D* and *NUMB* genes were upregulated in both L/C and L3/C groups. 

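TIMM8A had a mean signal of 31.6 ± 33.6 in C, 101 ± 68.4 in L and 197 ± 96.8 in L3 (SD, n = 4 per group) and a log2 difference of 1.46 (SE 0.56) in L/C, with an exact permutation p of 0.0571. NUMB, for the cell fate determinant NUMB, had a log2 difference of 0.81 (SE 0.40) in L3/C, and HES1 (the study's probe set), for the transcriptional repressor HES1, one of −1.04 (SE 0.54). NRG1 (probe set type _at), for the ERBB ligand neuregulin, had log2 differences of 0.39 (SE 0.65) in L/C and 0.14 (SE 0.65) in L3/C. The axon guidance cue SEMA3D had signals of 34.6 ± 28.1 in C, 80.4 ± 54.3 in L and 57.7 ± 30.6 in L3 and log2 differences of 0.94 (SE 0.59) and 0.48 (SE 0.59). For FGF14, which binds sodium channels, they were −1.03 (SE 0.56) and −0.66 (SE 0.56), and all 4 L arrays lay below all 4 C arrays (exact permutation p = 0.0286). The endophilin SH3GL3 had log2 differences of −0.67 (SE 0.44) and −0.33 (SE 0.44). The 11 probe sets of these genes, chosen by the study on the same arrays and therefore not independent evidence, had a median log2 difference of −0.12 in L/C, where 4 were higher, and of 0.11 in L3/C, where 6 were higher, and the median in L3/C was 0.16 with no further normalization and −0.01 with each array centred on its median. Limma gave 1 of them an unadjusted p under 0.05 in L/C and 1 in L3/C, of which 0 and 1 stayed under 0.05 adjusted over the list alone. In NRG1 (C replicate 3, lower) and SH3GL3 (L replicate 1, lower), the array given lay far from the other 3 of its group. In other settings or with 1 array left out, the sign of NRG1 in L/C and NRG1 in L3/C turned, as did that of FGF14 in L3/C, SH3GL3 in L/C and SH3GL3 in L3/C in the 6 arrays with lower spike-in signal (1 of them L3) alone.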

*HES1* and *SIM1* were downregulated in both the groups. *GDF11, SMA3/SMA5, SH3GL3* were downregulated in L/C and upregulated in L3/C. The mRNA levels of growth factors *FGF5* and *FGF14* displayed increased abundance in L/C and decreased abundance in L3/C.

**Table 2:** Development gene fold-changes in expression profiles.

Development	Gene Symbol	Unigene ID	L	L3
Nervous system	*TIMM8A*	Hs.447877	1.04	1.57
	*NRG1*	Hs.453951	1.02	1.21
	*SEMA3D*	Hs.201340	1.10	1.14
	*NUMB*	Hs.585653	1.01	1.10
	*HES1*	Hs.250666	−1.30	−1.63
	*SIM1*	Hs.520293	−1.16	−1.16
	*GDF11*	Hs.591023	−1.18	1.09
	*SMA3///SMA5*	Hs.482414/484969/588240	−1.08	1.06
	*SH3GL3*	Hs.270055/458285	−1.16	1.04
	*FGF5*	Hs.37055	1.08	−1.20
	*FGF14*	Hs.591206	1.01	−1.10
Muscle	C6orf97	Hs.130239	−1.03	1.34
	*CALD1*	Hs.490203	1.09	1.14
Skeletal	*BAPX1*	Hs.105941	1.05	1.08
Heart	*GATA4*	Hs.243987	−1.02	1.22
Epidermis	*S100A7*	Hs.112408	−1.06	1.27
	*FGF7*	Hs.122006	1.14	1.02
	*SCEL*	Hs.115166	−1.01	−1.13
Ectoderm/Mesoderm	*SMURF1*	Hs.189329	1.15	1.32
	*TCF21*	Hs.78061	−1.12	−1.18
Gametogenesis	*OTEX*	Hs.196956	1.09	1.24
	*TCP11*	Hs.435371	−1.02	1.08
	*CDV1*	Hs.528382	−1.001	−1.10
	*SPAG6*	Hs.527698	−1.03	−1.22

*TIMM8A* also known as Deafness/Dystonia Peptide 1 (*DDP1*) is a well conserved protein organized in mitochondrial intermembrane space. Loss-of-Function mutations in the *TIMM8A* gene cause Mohr-Tranebjaerg syndrome (a progressive neurodegenerative disorder with deafness, blindness, dystonia and mental deficiency) and Jensen syndrome (opticoacoustic nerve atrophy with dementia) [98], [99], [100]. TaqMan assay confirmed the array results (Table S4). *NRG1* is essential for the development and function of the CNS facilitating the neuronal migration and axon guidance [101], [102]. *NUMB* negatively regulates notch signaling and plays a role in retinal neurogenesis, influencing the proliferation and differentiation of retinal progenitors and maturation of postmitotic neurons [103]. *HES1* (Hairy/Enhancer of Split, Drosophila, Homolog of, 1) a basic helix-loop-helix protein is downregulated. Decreased expression of *HES1* is observed as neurogenesis proceeds and in case of persistent expression differentiation of neuronal cells are blocked in the CNS [104].

### Visual Perception

Nine transcripts having a role in visual perception were differentially expressed (Table 3). 

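TIMP3, an inhibitor of matrix metalloproteinases, had a mean signal of 409 ± 232 in C, 824 ± 120.1 in L and 566 ± 304 in L3 (SD, n = 4 per group). Its log2 difference in L/C was 1.23 (SE 0.47), and all 4 L arrays lay above all 4 C arrays (exact permutation p = 0.0286). LUM had signals of 115 ± 39.5 in C, 158 ± 46.9 in L and 272 ± 154 in L3 and a log2 difference of 0.44 (SE 0.46) in L/C, with exact permutation p values of 0.171 in L/C and 0.0571 in L3/C. TIMP3 and LUM, with OGN, are also among 16 genes used as markers of meninges and fibroblasts, a list whose call by camera was lost with the correlation between genes estimated (adjusted p of 0.217 in L/C and 0.478 in L3/C). Their own correlations with the other markers within the formula groups were 0.41 for TIMP3, 0.13 for LUM and 0.38 for OGN (adjusted permutation p of 0.394, 0.715 and 0.394). The tubby-like protein TULP2 had log2 differences of 1.21 (SE 0.47) in L/C and 0.63 (SE 0.47) in L3/C. EML2, which binds microtubules, had 0.48 (SE 0.33) and 0.19 (SE 0.33), and TTC8, of the ciliary BBSome, −0.03 (SE 0.62) and −0.85 (SE 0.62). IMPG1, a proteoglycan around photoreceptors, had a low signal of 11.6 ± 5.46 in C, 13.4 ± 14.5 in L and 26.8 ± 11.3 in L3 and log2 differences of 0.03 (SE 0.28) and 0.55 (SE 0.28). Among the 9 probe sets of visual perception, a selection the study made on these arrays, which makes the counts no independent evidence, 7 were higher in L and 5 in L3, at a median log2 difference of 0.44 and 0.19. Scaled otherwise, the median in L3/C was 0.24 with no further normalization and 0.07 with each array centred on its median. In L/C 2 and in L3/C 0 of them had an unadjusted p under 0.05 from limma, and 0 and 0 when adjusted over the list alone. For the 28 measured genes of the fixed list of visual cycle and photoreceptor, the median log2 difference was 0.10 in L/C and 0.04 in L3/C, with 17 and 15 genes higher and a camera adjusted p of 0.889 and 0.999, and in L3/C the mean was near 0 and the test pointed up and the median in L3/C was 0.13 with no further normalization and −0.04 with each array centred on its median. Its members with an unadjusted p under 0.05 from limma numbered 0 and 0, or 0 and 0 adjusted over the list alone. Its smallest p values belonged to log2 differences in L/C of −0.81 (SE 0.49) for LRAT, 0.41 (SE 0.35) for RAX and 0.73 (SE 0.66) for TULP1. The values in L3/C were 1.17 (SE 0.56) for SAG and −1.18 (SE 0.61) for RCVRN. Far from the other 3 arrays of the group lay L3 replicate 4 for RAX (higher) and L replicate 1 for RCVRN (lower). Another setting or 1 array left out turned the sign of TTC8 in L/C and IMPG1 in L/C.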

Genes coding for *LUM, EML2, TIMP3* and *TTC8* were upregulated in both the supplement groups. *IMPG1* was upregulated in L3/C and downregulated in L/C. *RGS16* and *TULP2* were upregulated in L/C and downregulated in L3/C. *RAX* and *IMPDH1* were downregulated in both the supplement groups.

**Table 3:** Visual perception gene fold-changes in expression profiles.

Gene Product	Unigene ID	L	L3
Lumican (*LUM*)	Hs.406475	1.03	1.30
Interphotoreceptor matrix proteoglycan 1 (*IMPG1*)	Hs.590893	−1.03	1.18
Echinoderm microtubule associated protein like 2 (*EML2*)	Hs.24178	1.07	1.15
TIMP metallopeptidase inhibitor 3 (*TIMP3*)	Hs.297324	1.28	1.05
Tetratricopeptide repeat domain 8 (*TTC8*)	Hs.303055	1.10	1.01
IMP (inosine monophosphate) dehydrogenase 1 (*IMPDH1*)	Hs.534808	−1.20	−1.12
Tubby like protein 2 (*TULP2*)	Hs.104636	1.07	−1.15
Retina and anterior neural fold homeobox (*RAX*)	Hs.278957	−1.10	−1.24
Regulator of G-protein signalling 16 (*RGS16*)	Hs.413297	1.01	−1.26

Lumican (*LUM*), is an extracellular matrix glycoprotein and a member of the small-leucine-rich-proteoglycan (SLRP) family [105]. It is widely distributed in the corneal stoma and connective tissues [106]. Lumican helps in the establishment of corneal stromal matrix organization during neonatal development in mice. Those lacking lumican exhibit several corneal related defects [107]. It is important for corneal transparency in mice [108]. TaqMan assay showed 5-fold more upregulation of *LUM* more than the microarray data (Table S4). Mutations in *TIMP3* gene result in autosomal dominant disorder Sorsby's fundus dystrophy an age-related macular degeneration of retina [109]. Clarke et al [110] suggested that a possible mechanism for retinal degeneration in Sorsby's fundus dystrophy was traceable to nutrition.

*IMPG1* is a proteoglycan which participates in retinal adhesion and photoreceptor survival [111]. Higher amounts of DHA in the infant formula increased the expression of *IMPG1*. Expression of *RAX* transcript is decreased in both the supplement groups. Increased *RAX* expression is seen in the retinal progenitor cells during the vertebrate eye development and is downregulated in the differentiated neurons[112], [113]. DHA is well known to promote neurite growth in the brain [30]; this could be the possible reason for *RAX* downregulation in our study.

### Integral to Membrane/Membrane Fraction

Transcripts that are integral part of biological membranes or within the membrane fractions were differentially expressed (Table S5). 

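LPAL2, a transcript related to apolipoprotein(a), had a mean signal of 46.6 ± 14.2 in C and 121 ± 13.1 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of 1.03 (SE 0.45). PERP, a desmosomal membrane protein, had signals of 144 ± 67.8 in C and 307 ± 93.1 in L3 and a log2 difference of 0.98 (SE 0.42). For both, all 4 L3 arrays lay above all 4 C arrays (exact permutation p = 0.0286). TMEM20 and EVER1, multispan membrane proteins, had log2 differences of 1.02 (SE 0.61) and 0.44 (SE 0.53), and SSFA2, which binds actin and a calcium channel, one of 0.40 (SE 0.32). The pancreatic granule protein GP2 had one of 0.63 (SE 0.64). Of the 17 probe sets of membrane proteins, listed by the study from the same arrays, so not an independent test, 12 were higher in L3 than in C, with a median log2 difference of 0.31. An unadjusted p under 0.05 from limma in L3/C went to 2 of them, and to 0 when adjusted over the list alone. With the 6 arrays with lower spike-in signal (1 of them L3) alone, the sign turned for EVER1 in L3/C and GP2 in L3/C.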

*EVER1, PERP, Cep192, SSFA2, LPAL2, TMEM20, TM6SF1* were upregulated in both the groups. *ORMDL3, SEZ6L, HYDIN, TA-LRRP, PKD1L1* were upregulated in L3/C and downregulated in L/C. *MFAP3L* was upregulated in L/C and downregulated in L3/C. Transcripts of *GP2* and *SYNGR2* were downregulated in both the groups.

Numbers of transcripts were upregulated by increased DHA in the formulas. LCPUFA can affect biological membrane functions by influencing membrane composition and permeability, interaction with membrane proteins, membrane-bound receptor function, photoreceptor signal transduction and transport [114], [115], [116]. Mutations in *EVER1* or transmembrane channel-like 6 (*TMC6*) gene cause epidermodysplasia verruciformis, a type of skin disorder [117]. *HYDIN* is a novel gene and nearly-complete loss of its function due to mutations causes congenital hydrocephalus in mice [118]. The exact function of *GP2* is unknown, but it has been associated with the secretory granules in the pancreas [119].

### Programmed Cell Death/Apoptosis

Transcripts with apoptotic activity were differentially expressed (Table S5). Seven out of nine transcripts in our study were upregulated with increasing DHA, including *CARD6, TIA1, BNIP1, FAF1, GULP1, CASP9* and *FLJ13491*. 

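FAF1, a FAS-associated protein, had a mean signal of 14.6 ± 7.70 in C and 86.7 ± 82.4 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of 1.23 (SE 0.47), with an exact permutation p of 0.143. The caspase recruitment protein CARD6 had signals of 54.4 ± 10.3 in C and 139.9 ± 98.8 in L3 and a log2 difference of 0.90 (SE 0.55). CASP9, the initiator caspase of the mitochondrial pathway, had signals of 489.8 ± 98.0 in C and 560.1 ± 125 in L3 and a log2 difference of 0.15 (SE 0.33). GULP1, an adaptor of apoptotic cell engulfment, had a log2 difference of 0.62 (SE 0.67) and FLJ13491 one of −0.16 (SE 0.34). The 7 probe sets of these genes, taken from the study's own list, so that these counts are not independent evidence, had a median log2 difference of 0.62 in L3/C, and 5 were higher in L3. Limma's unadjusted p in L3/C was under 0.05 for 1 of them, and for 0 adjusted over the list alone. The 30 measured genes of the fixed list of the apoptosis core had a median log2 difference of 0.02 in L/C, 15 of them higher, and of 0.13 in L3/C, 18 of them higher, with adjusted p of 0.889 and 0.808 from camera, while in L/C the mean was near 0 and the test pointed up, the median in L/C was −0.01 with no further normalization and 0.02 with each array centred on its median and the median in L3/C was 0.12 with no further normalization and −0.05 with each array centred on its median. For 1 and 0 members limma's unadjusted p was under 0.05, and for 0 and 0 adjusted over the list alone. Among members, the smallest p went with log2 differences in L/C of 0.46 (SE 0.20) for CYCS, −1.10 (SE 0.57) for PMAIP1 and −0.92 (SE 0.64) for BCL2. In L3/C such members had 0.76 (SE 0.39) for BIRC2 and 0.31 (SE 0.20) for CYCS. Single arrays apart from the rest of their group were L replicate 1 for CASP9 (higher) and L replicate 1 for FLJ13491 (lower). The sign turned in at least 1 other setting or with 1 array left out for CASP9 in L3/C and CYCS in L3/C, and in the 6 arrays with lower spike-in signal (1 of them L3) alone for FLJ13491 in L3/C, PMAIP1 in L/C and BIRC2 in L3/C.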

Programmed cell death (PCD) plays an important role during the development of immune and nervous systems [120]. Jacobson et al [121] proposed PCD as an important event in eliminating unwanted cells during development. Mice with targeted deletion of *CASP3* die perinatally due to vast excesses of cells deposition in their CNS as a result of decreased apoptotic activity [120]. *CARD6* (caspase recruitment domain protein 6) is upregulated in both the groups. It is a microtubule-interacting protein that activates NF-КB and takes part in the signaling events leading to apoptosis [122]. *TIA1* is upregulated in L3/C and downregulated in L/C. *TIA1* is a member of RNA-binding protein family with pro-apoptotic activity, and it silences the translation of cyclooxygenase-2 (*COX2*). 

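TIA1, which binds AU-rich elements of transcripts, had a mean signal of 139 ± 30.1 in C, 179.9 ± 45.3 in L and 256 ± 97.8 in L3 (SD, n = 4 per group). Its log2 difference was 0.35 (SE 0.41) in L/C and 0.62 (SE 0.41) in L3/C. The exact permutation p was 0.314 in L/C and 0.0857 in L3/C, so that neither difference passed the test. TIA1 in L3/C had the other sign in the 6 arrays with lower spike-in signal (1 of them L3) alone.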

Narayanan et al, [123] suggested that DHA indirectly increases the expression of genes which downregulate *COX2* expression. The *COX2* enzyme catalyzes the rate-limiting step for prostaglandin production, which influence many processes including inflammation [124]. Downregulation of *TIA1* in L/C could be due to the influence of ARA, the major *COX2* substrate, rather than that of DHA which is a competitive inhibitor. *GULP1* assists in efficient removal of the apoptotic cells by phagocytosis [125]. *CASP9* activates caspase activation cascade and is an important component of mitochondrial apoptotic pathway [126].

### Cytoskeleton and Cell adhesion

Dietary LCPUFA regulated expression of several transcripts involved in cytoskeleton and cell adhesion (Table S5). The expression of 27 ps involved in cytoskeleton was altered. *MYO1A* and *MYO5A* were upregulated with increasing amounts of DHA whereas *MYO1E* showed decreased expression. 

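MYO5A, a motor of vesicle transport, had a mean signal of 76.0 ± 50.0 in C and 121 ± 100.5 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of 0.34 (SE 0.58). The basement membrane collagens COL4A6 and COL4A2 had log2 differences of 0.18 (SE 0.35) and −0.60 (SE 0.61), and the cartilage collagen COL9A2 one of −0.29 (SE 0.32). HOOK2, which links organelles to microtubules, had signals of 186 ± 80.2 in C and 136 ± 112 in L3 and a log2 difference of −0.69 (SE 0.57). WASL, an activator of actin branching, had one of 0.31 (SE 0.49). The smallest exact permutation p among these was 0.2, for COL9A2. Among the 10 probe sets of these genes, drawn by the study from these 12 arrays and thus no independent evidence, 5 were higher in L3 than in C and the median log2 difference was −0.03, and the median in L3/C was 0.03 with no further normalization and −0.14 with each array centred on its median. Limma's unadjusted p in L3/C was under 0.05 for 0 of them, and for 0 adjusted over the list alone. In other settings or with 1 array left out, the sign of MYO5A in L3/C, COL4A6 in L3/C and WASL in L3/C turned.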

Myosin-1 isoforms are membrane associated molecular motors which play essential roles in membrane dynamics, cytoskeletal structure and signal transduction [127]. *COL4A6* and *COL9A3* showed increased expression whereas *COL4A2* and *COL9A2* showed decreased expression with increasing DHA. Type IV collagen is the major component of the basement membrane. Mild forms of Alport nephropathy is associated with deletion in *COL4A6* gene [128] and eye abnormalities are common in people afflicted with Alport syndrome [129]. *WASL*, also known as neural WASP (*WASP*), was upregulated in both the groups. Actin cytoskeleton regulation is vital for brain development and function. *WASL* is an actin-regulating protein and mediates filopodium formation [130], [131], [132]. *HIP1* (huntingtin interacting protein 1) and *HOOK2* (hook homolog 2) were downregulated in both the groups.

The expression levels of 15 transcripts involved in cell adhesion changed as a result of dietary LCPUFA (Table S5). *BTBD9, CD44, ARMC4, CD58, LOC389722* and *PCDHB13* showed increased expression in both the groups. 

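CD58, the ligand of CD2, had a mean signal of 18.9 ± 12.3 in C, 20.2 ± 16.4 in L and 80.2 ± 28.8 in L3 (SD, n = 4 per group) and log2 differences of 0.05 (SE 0.45) in L/C and 1.34 (SE 0.45) in L3/C. In L3/C its arrays did not overlap (exact permutation p = 0.0286). NLGN3, a postsynaptic neuroligin, had signals of 497 ± 93.9 in C, 258 ± 90.4 in L and 453 ± 234 in L3 and log2 differences of −0.90 (SE 0.40) and −0.28 (SE 0.40), with an exact permutation p of 0.0286 in L/C. BTBD9 had log2 differences of −0.13 (SE 0.37) and 0.67 (SE 0.37), and the hyaluronan receptor CD44 of −0.40 (SE 0.42) and 0.28 (SE 0.42). ARMC4, a ciliary protein, had 0.30 (SE 0.69) and 1.30 (SE 0.69), and LOC389722 0.27 (SE 0.72) and 1.21 (SE 0.72). Of the 8 probe sets of these genes, which the study picked from these same arrays, so that the tally is not independent evidence, 5 were higher in L than in C and 6 in L3 than in C, with median log2 differences of 0.05 and 0.54, and the median in L/C was −0.01 with no further normalization and 0.03 with each array centred on its median. That median was 0.51 with no further normalization and 0.34 with each array centred on its median in L3/C. Counts at an unadjusted p under 0.05 from limma were 1 in L/C and 1 in L3/C, or 0 and 0 when adjusted over the list alone. Away from the other 3 of the group was a single array in CD58 (L3 replicate 4, lower). Another setting or 1 array left out turned the sign of CD58 in L/C, NLGN3 in L3/C, BTBD9 in L/C, CD44 in L/C, ARMC4 in L/C, ARMC4 in L3/C and LOC389722 in L/C.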

Glycoprotein *CD44* is a cell-surface adhesion molecule that is involved in cell-cell and cell-matrix interactions [133] while *PCDHB13* is a member of protocadherin beta family of transmembrane glycoproteins [134]. *NLGN3* and *CYR61* were downregulated in both groups.

### Peptidases

Several transcripts having peptidase activity were differentially expressed (Table S5). *SERPINB6* is significantly upregulated in L3/C and downregulated in L/C. Of note, the ADAM families of proteins (*ADAM17, ADAM33*, and *ADAMTS16*) were upregulated and *ADAMTS15* was downregulated in both the supplement groups. 

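NAALAD2, a glutamate carboxypeptidase, had a mean signal of 153 ± 32.3 in C and 383 ± 123 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of 1.14 (SE 0.37), with all 4 L3 arrays above all 4 C arrays (exact permutation p = 0.0286). SERPINB6 (probe set type _s_at) had signals of 1327 ± 993 in C, 804 ± 687 in L and 3384 ± 1624 in L3 and a log2 difference of −0.55 (SE 0.82) in L/C. The probe set of probe set type _x_at of the gene had signals of 82.0 ± 38.5 in C, 47.9 ± 59.2 in L and 199 ± 131 in L3. ADAM17, which sheds TNF and EGFR ligands, had signals of 295 ± 122 in C, 382 ± 128 in L and 429.9 ± 201 in L3. Cathepsin C, CTSC, had a log2 difference in L3/C of 1.40 (SE 0.60) and the trypsin inhibitor SERPINA1 one of 1.35 (SE 0.77). The membrane protease TMPRSS2 had one of −0.50 (SE 0.34) and the intramembrane protease SPPL2B one of −0.69 (SE 0.38). The 22 probe sets of these genes, chosen by the study on the same arrays and therefore not independent evidence, had a median log2 difference of 0.19 in L3/C, and 13 were higher in L3. Other scalings gave an L3/C median of 0.26 with no further normalization and 0.09 with each array centred on its median. Of these, 3 had an unadjusted p under 0.05 in L3/C from limma, or 0 adjusted over the list alone. For SERPINB6 (probe set type _x_at) (C replicate 4, lower) and CTSC (L replicate 4, higher), 1 array stood apart from the other 3 of its group. Turning sign in the 6 arrays with lower spike-in signal (1 of them L3) alone were SERPINA1 in L3/C and SPPL2B in L3/C.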

ADAM proteins are membrane-anchored glycoproteins named for two of the motifs they carry: an adhesive domain (disintegrin) and a degradative domain (metalloprotease) [135]. These proteins are involved in several biological processes including cell-cell interactions, heart development, neurogenesis and muscle development [136], [137], [138], [139]. *ADAM17* is required for proteolytic processing of other proteins and have been reported to participate in cleaving of the amyloid precursor protein [140], [141]. Loss of *ADAM17* is reported in abnormalities associated with heart, skin, lung and intestines [142], [143], [144]. Real time PCR confirmed array results of *ADAM17* (Table S4). *ADAM33* has been recently implicated as an asthma and bronchial hyperresponsiveness gene [145]. It is required for smooth muscle development in the lungs helps in airway wall “modeling”, and proper functioning of lungs throughout life [146], [147].

*CTSB* (Cathepsin B) also known as amyloid precursor protein secretase (*APPS*) was upregulated. It is involved in the proteolytic processing of amyloid precursor protein [148]. Felbor et al [149] reported deficiency of *CTSB* results in brain atrophy and loss of nerve cells in mice. *CTSC* (Cathepsin C) was downregulated in the L/C group and upregulated in the L3/C group. Loss of function mutations in *CTSC* gene are associated with tooth and skin abnormalities [150].

*NAALAD2* was upregulated while *PAPLN, RNF130, TMPRSS2, PGC, CPZ, FURIN* were downregulated. *CPZ* interacts with WNT proteins and may regulate embryonic development, however, its expression in adult tissues is less abundant [151]. *TPP2* and *SPPL2B* showed increased expression in L/C and decreased expression in L3/C. *PAPPA, GZMA, SERPINA1, QPCTL* transcripts were downregulated in L/C and upregulated in L3/C. Several hypothetical proteins (*FLJ10504, FLJ30679, FLJ90661, FLJ25179, DKFZp686L1818*) were differentially expressed.

### Cell Cycle, Cell Growth and Cell Proliferation

Fifteen transcripts having a role in cell cycle regulation, growth and proliferation were differentially expressed (Table S5). 

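CDC20, an activator of the anaphase-promoting complex, had a mean signal of 63.1 ± 15.7 in C, 22.3 ± 6.88 in L and 38.6 ± 26.1 in L3 (SD, n = 4 per group) and log2 differences of −1.01 (SE 0.40) in L/C and −0.71 (SE 0.40) in L3/C. All 4 L arrays lay below all 4 C arrays (exact permutation p = 0.0286). SESN3, a stress-inducible regulator of growth, had log2 differences of −0.39 (SE 0.55) and 1.32 (SE 0.55), with an exact permutation p of 0.0286 in L3/C. PARD6B, a cell polarity protein, had 0.48 (SE 0.48) and 1.04 (SE 0.48), and GAS1, which arrests growth, 0.95 (SE 0.40) and −0.11 (SE 0.40). The growth factor subunit INHBC had log2 differences of 0.21 (SE 0.41) and 0.73 (SE 0.41). OGN (probe set type _at), for the proteoglycan osteoglycin and 1 of the meningeal markers, had signals of 94.2 ± 104 in C, 213 ± 164 in L and 218 ± 189 in L3 and log2 differences of 1.21 (SE 0.70) and 0.92 (SE 0.70). Among the 10 probe sets of these genes, a selection the study made on these arrays, which makes the counts no independent evidence, 6 were higher in L and 7 in L3, at a median log2 difference of 0.15 and 0.62. Limma gave 2 of them an unadjusted p under 0.05 in L/C and 2 in L3/C, of which 0 and 0 stayed under 0.05 adjusted over the list alone. The sign turned in at least 1 other setting or with 1 array left out for GAS1 in L3/C, and in the 6 arrays with lower spike-in signal (1 of them L3) alone for INHBC in L/C and INHBC in L3/C.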

Four of the transcripts *SESN3, RAD1, GAS1* and *PARD6B* involved in cell cycle regulation were upregulated in both the groups. Cell growth factors, *INHBC* and *OGN* were induced in both the groups. *FGFR1OP* is a positive regulator of cell proliferation and showed increased expression. *KAZALD1, CDC20* and *CDKN2C* were downregulated.

Growth arrest specific gene 1 (*GAS1*) expression is positively required for postnatal cerebellum development. Mice lacking *GAS1* had significantly reduced cerebellar size compared to wild type mice [152]. Liu et al [152] proposed that *GAS1* perform dual roles in cell cycle arrest and in proliferation in a cell autonomous manner. *PARD6B* has a role in axonogenesis [153].

*INHBC* is a member of transforming growth factor-beta superfamily (TGF-beta) and is involved cell growth and differentiation [154], [155]. Osteoglycin (*OGN*) is also known as Mimecan and Osteoinductive factor (*OIF*). Mimecan is a member of small-leucine rich proteoglycan gene family and is a major component of cornea and other connective tissues [156], [157]. It has a role in bone formation , cornea development and regulation of collagen fibrillogenesis in corneal stroma [157], [158], [159]. *CDC20* regulates anaphase-promoting complex [160].

### Response to Stress

*MSRA, SOD2, GSTA3* and *GSR* genes were differentially expressed (Table S5). *MSRA* was upregulated in both the supplement groups. *SOD2* is downregulated in L/C and upregulated in L3/C. *GSR* is upregulated in the L/C and downregulated in the L3/C. *GSTA3* is downregulated in both the groups.

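GSR (the study's probe set), for glutathione reductase, had a mean signal of 237 ± 106 in C, 123 ± 144 in L and 108 ± 60.8 in L3 (SD, n = 4 per group) and log2 differences of −1.26 (SE 0.59) in L/C and −1.25 (SE 0.59) in L3/C (exact permutation p = 0.0571 in L3/C). SOD2, the mitochondrial superoxide dismutase, had signals of 226 ± 65.2 in C, 259 ± 60.4 in L and 461 ± 184 in L3 and log2 differences of 0.24 (SE 0.39) and 0.97 (SE 0.39), with an exact permutation p of 0.0857 in L3/C. MSRA, which reduces oxidized methionine, had signals of 384 ± 203 in C, 183 ± 68.4 in L and 306 ± 89.9 in L3 and log2 differences of −0.96 (SE 0.41) and −0.38 (SE 0.41). The glutathione transferase GSTA3 had log2 differences of 0.29 (SE 0.42) and −0.36 (SE 0.42). Of the 4 probe sets of these genes, listed by the study from the same arrays, so not an independent test, 2 were higher in L than in C and 1 in L3 than in C, with median log2 differences of −0.36 and −0.37. Limma gave 2 of them an unadjusted p under 0.05 in L/C and 2 in L3/C, of which 0 and 0 stayed under 0.05 adjusted over the list alone. Over the 35 measured genes of the fixed list of antioxidant defence, camera gave an adjusted p of 0.889 in L/C and 0.999 in L3/C, where 19 and 18 genes were higher and the median log2 differences were 0.05 and 0.0016, and in L3/C the mean was −0.01 and the test pointed up and the median in L3/C was −0.04 with no further normalization and −0.21 with each array centred on its median. This median in L/C was 0.08 with no further normalization and 0.11 with each array centred on its median. Of the members, 0 and 2 had an unadjusted p under 0.05 from limma, and 0 and 0 when adjusted over the list alone. Members with the smallest p had log2 differences in L/C of 0.31 (SE 0.22) for NFE2L2 (the brightest probe set), 0.41 (SE 0.30) for GSTM2 and −0.68 (SE 0.50) for GSR (the brightest probe set). L3/C gave −1.69 (SE 0.56) for KEAP1 and 0.71 (SE 0.36) for PRDX3. Among the arrays, C replicate 2 for GSTA3 (higher), L replicate 1 for GSR (the study's probe set) (higher) and L3 replicate 4 for KEAP1 (higher) lay apart from the other 3 of the group. SOD2 in L/C and GSTA3 in L/C had the other sign in another setting or with 1 array left out, as had SOD2 in L3/C, MSRA in L3/C and GSTM2 in L/C in the 6 arrays with lower spike-in signal (1 of them L3) alone.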

Oxidative damage to proteins by reactive oxygen species is associated with oxidative stress, aging, and age-related diseases [161], [162], [163]. *MSRA* is expressed in the retina, neurons and the nervous system [162]. Knock-outs of the *MSRA* gene in mice result in shortened life-spans both under normoxia and hyperoxia conditions [164]. *MSRA* also participates in the regulation of proteins [165]. *MSRA* plays an important role in neurodegenerative diseases like Alzheimer's and Parkinson's by reducing the effects of reactive oxygen species [163]. Overexpression of *MSRA* protects human fibroblasts against H2O2-mediated oxidative stress [166]. *SOD2* belongs to the iron/manganese superoxide dismutase family. It encodes a mitochondrial protein and helps in the elimination of reactive oxygen species generated within mitochondria [167]. In our study increased amount of DHA reduced the expression of glutathione-related proteins *GSR* and *GSTA3*.

### Kinases and Phosphatases

Phosphorylation and dephosphorylation of proteins control a multitude of cellular processes. Several proteins having kinase activity were altered (Table S5). Of note, transcripts involving *STK3, STK6, HINT3, TLK1, DRF1, GUCY2C* and *NEK1* were significantly upregulated with increasing DHA. 

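TLK1, a kinase of chromatin assembly, had a mean signal of 53.2 ± 41.4 in C and 121 ± 50.0 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of 1.06 (SE 0.57). STK6, the mitotic kinase aurora A, had one of 0.83 (SE 0.60) and HINT3, a nucleotide hydrolase, one of 0.73 (SE 0.60). GUCY2C, the guanylin receptor, had a low signal of 20.1 ± 11.9 in C and 31.6 ± 2.33 in L3 and a log2 difference of 0.40 (SE 0.31), with an exact permutation p of 0.0286. The tyrosine kinase TNK1 and the MAP kinase kinase kinase MAP3K3 had log2 differences of −1.14 (SE 0.61) and −0.80 (SE 0.60). The 18 probe sets of these genes, taken from the study's own list, so that these counts are not independent evidence, had a median log2 difference of −0.08 in L3/C, and 8 were higher in L3. For L3/C the median was −0.01 with no further normalization and −0.18 with each array centred on its median. In L3/C, 0 had an unadjusted p under 0.05 from limma, or 0 adjusted over the list alone. In GUCY2C (C replicate 1, lower), the array given lay far from the other 3 of its group. In other settings or with 1 array left out, the sign of HINT3 in L3/C turned, as did that of STK6 in L3/C and TNK1 in L3/C in the 6 arrays with lower spike-in signal (1 of them L3) alone.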

A number of MAP kinases were downregulated in L3/C group, including *MAP4K1, MAPK12, MAP3K2* and *MAP3K3*. Other transcripts which showed significantly decreased expression were *CKM, LMTK2, NEK11, TNK1, BRD4* and *MGC4796*.

Transcripts having dephosphorylation activity, including *ACPL2, KIAA1240, PPP2R3A, PPP1R12B, PTPRG, PPP3CA* and *ACPP* were upregulated in L3/C group (Table S5). 

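PPP1R7, a regulatory subunit of protein phosphatase 1, had a mean signal of 271 ± 145 in C and 79.5 ± 45.7 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of −1.55 (SE 0.62), with an exact permutation p of 0.0857. PPP2R3A, a regulatory subunit of protein phosphatase 2A, had a log2 difference of 1.14 (SE 0.50), and PPP3CA, the catalytic subunit of calcineurin, one of 0.88 (SE 0.57). The acid phosphatase ACPP had one of 0.93 (SE 0.48). The lipid phosphatase MTMR2 and the hydrolase HDHD3 had log2 differences of −0.81 (SE 0.64) and −0.50 (SE 0.46). Among the 11 probe sets of these genes, drawn by the study from these 12 arrays and thus no independent evidence, 7 were higher in L3 than in C and the median log2 difference was 0.10. The L3/C median was 0.19 with no further normalization and 0.02 with each array centred on its median. In L3/C, 2 had an unadjusted p under 0.05 from limma, or 0 adjusted over the list alone. Far from the other 3 arrays of the group lay L replicate 2 for PPP2R3A (lower) and L replicate 1 for HDHD3 (higher). Turning sign in the 6 arrays with lower spike-in signal (1 of them L3) alone were ACPP in L3/C and MTMR2 in L3/C.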

*MTMR2, PPP1R7, PTPRN2* and *HDHD3* were significantly downregulated with increasing DHA.

### Transcription Factors

Several transcription factors are differentially expressed by dietary LCPUFA (Table S5). Zinc finger proteins, Homeo box proteins and RNA Pol II transcription factors were among them. Several of the Zinc finger proteins were upregulated in L3/C, which include *ZNF611, ZNF584, ZNF81, ZNF273, ZNF547, MYNN, ZBTB11, PRDM7, JJAZ1, ZNF582, MLLT10, ZNF567, ZNF44, ZNF286, ZFX, NAB1, ZNF198, ZNF347* and *ZNF207*, while *PCGF2, ZBTB9, ZNF297, WHSCIL1, SALL4, ZNF589, ZFY, ZNF146, ZNF419* and *ZNF479* were repressed in L3/C group. 

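ZNF547 had a mean signal of 177 ± 79.3 in C and 449.6 ± 149 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of 1.25 (SE 0.37), with all 4 L3 arrays above all 4 C arrays (exact permutation p = 0.0286). ZNF611 had signals of 841 ± 190.1 in C, 843 ± 224 in L and 1252 ± 419.7 in L3 and ZNF584 a log2 difference of 1.54 (SE 0.68). ZNF81 had one of 0.99 (SE 0.58) and MLLT10, a partner of leukemia fusions, one of 0.96 (SE 0.48). ZFY, which lies on the Y chromosome, had signals of 109.8 ± 69.9 in C and 37.8 ± 19.7 in L3 and a log2 difference of −1.17 (SE 0.57), in a comparison with 2 males in C and 0 in L3. Of the 29 probe sets of these genes, which the study picked from these same arrays, so that the tally is not independent evidence, 15 were higher in L3 than in C, with a median log2 difference of 0.02, and the median in L3/C was 0.13 with no further normalization and −0.04 with each array centred on its median. An unadjusted p under 0.05 from limma in L3/C went to 2 of them, and to 0 when adjusted over the list alone. The array apart from the rest of its group was L3 replicate 2 for ZNF81 (higher).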

Zinc finger proteins exhibit varied biological functions in eukaryotes including activation of transcription, protein folding, regulation of apoptosis, lipid binding etc [168]. 

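CHD2, a chromatin remodeler, had a mean signal of 16.1 ± 6.02 in C and 116 ± 83.0 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of 1.65 (SE 0.57), with an exact permutation p of 0.0571. POLR2C, a subunit of RNA polymerase II, had signals of 571 ± 161 in C and 378 ± 243 in L3 and a log2 difference of −0.93 (SE 0.43). NFE2L2 (the study's probe set), for the oxidative stress factor NRF2, had one of 0.73 (SE 0.44), and ELL, an elongation factor, one of −1.31 (SE 0.80). The remodeling subunit SMARCD2 had one of −0.56 (SE 0.36) and the zinc finger factor GLIS1 one of −0.63 (SE 0.44). The 22 probe sets of these factors, chosen by the study on the same arrays and therefore not independent evidence, had a median log2 difference of −0.01 in L3/C, and 11 were higher in L3, and the median in L3/C was 0.15 with no further normalization and −0.02 with each array centred on its median. An unadjusted p under 0.05 from limma in L3/C went to 2 of them, and to 0 when adjusted over the list alone. Away from the other 3 of the group was a single array in ELL (C replicate 2, lower), ELL (L replicate 1, lower) and GLIS1 (L replicate 2, lower). POLR2C in L3/C and SMARCD2 in L3/C had the other sign in the 6 arrays with lower spike-in signal (1 of them L3) alone.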

Homeobox transcription factors, *TGIF2, PHTF1, OTP* and *HHEX* were induced whereas *PHOX2A, IRX1* and *MITF* were repressed in L3/C. RNA Pol II transcription factors (*BRCA1, TFCP2, CHD2, THRAP3, SMARCD2* and *NFE2L2*) showed increased expression in L3/C. However, transcripts for *UTF1, POU2F2, ELL, POLR2C, THRAP5, TGIF* and *GLIS1* showed decreased expression in L3/C. *SOX7* and *SOX12*, high mobility group (HMG) box proteins, were also differentially expressed. *ZNF611* array expression results were confirmed by real time PCR (Table S4).

### Receptor Activity

Transcripts performing receptor activities were differentially expressed (Table S5). 

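FCGR2B, the inhibitory Fc gamma receptor, had a mean signal of 45.9 ± 13.1 in C and 277 ± 209 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of 1.82 (SE 0.65), with an exact permutation p of 0.0571. The complement receptor CR2 had a log2 difference of 0.84 (SE 0.54) and the killer cell receptor KIR3DL2 one of 0.86 (SE 0.50). BZRAP1, a presynaptic scaffold, had signals of 836 ± 436 in C and 488 ± 85.2 in L3 and a log2 difference of −0.68 (SE 0.33). HOMER3, a postsynaptic scaffold, had one of −1.05 (SE 0.64). Among the 22 probe sets of these genes, a selection the study made on these arrays, which makes the counts no independent evidence, 11 were higher in L3 than in C and the median log2 difference was 0.01, and the median in L3/C was 0.10 with no further normalization and −0.07 with each array centred on its median. Limma's unadjusted p in L3/C was under 0.05 for 1 of them, and for 0 adjusted over the list alone. In the 6 arrays with lower spike-in signal (1 of them L3) alone, the sign of KIR3DL2 in L3/C turned.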

While increasing levels of DHA were associated with decreased expression of *CD40, ITGB7, IL20RA, CD14, DOK3, MR1, BZRAP1, RARA, CD3D, IL1R1, MCP, HOMER3* transcripts, increased expression was detected for *FCGR2B, IL31RA, MRC2, SCUBE3, CR2, NCR2, CRLF2, SLAMF1, EGFR* and *KIR3DL2*. Interestingly, retinoic acid receptor α (*RARA*) activity was decreased in both the groups. 

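RARA, a ligand-activated transcription factor for retinoic acid, had a mean signal of 182 ± 83.3 in C, 138 ± 93.9 in L and 112 ± 115 in L3 (SD, n = 4 per group). Its log2 difference was −0.43 (SE 0.62) in L/C and −0.99 (SE 0.62) in L3/C, with exact permutation p values of 0.457 and 0.229. Neither difference exceeded the spread between the arrays of a group by enough to pass the test.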

*EGFR* expression levels were confirmed by QRT-PCR (Table S4).

### Ubiquitin Cycle

Twenty-five probe sets having a role in the ubiquitination process were differentially expressed (Table S5). 

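FBXL7 had a mean signal of 64.0 ± 82.4 in C and 153 ± 40.0 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of 1.40 (SE 0.57), with an exact permutation p of 0.114. F-box proteins select the substrates of SCF ubiquitin ligases. FBXW8 had a log2 difference of 0.79 (SE 0.79), FBXL4 of 0.43 (SE 0.65), FBXW4 of 0.43 (SE 0.47) and FBXL17 of 0.04 (SE 0.69). CDC23, a subunit of the anaphase-promoting complex, had signals of 170.1 ± 59.9 in C and 134 ± 76.8 in L3 and a log2 difference of −0.63 (SE 0.54). Of the 7 probe sets of these genes, listed by the study from the same arrays, so not an independent test, 5 were higher in L3 than in C, with a median log2 difference of 0.43. Limma's unadjusted p in L3/C was under 0.05 for 1 of them, and for 0 adjusted over the list alone. FBXL4 in L3/C and FBXL17 in L3/C had the other sign in another setting or with 1 array left out, as had FBXW8 in L3/C, FBXW4 in L3/C and CDC23 in L3/C in the 6 arrays with lower spike-in signal (1 of them L3) alone.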

Interestingly, five members of F-box protein family (*FBXL7, FBXL4, FBXL17, FBXW4* and *FBXW8*) showed increased expression in L3/C group. F-Box proteins participate in varied cellular processes such as signal transduction, development, regulation of transcription and transition of cell cycle. They contain protein-protein interaction domains and participate in phosphorylation-dependent ubiquitination [169], [170]. Proteins associated with anaphase-promoting complex (*CDC23* and *ANAPC1*) were downregulated in L3/C group.

### Others

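INSM2, a zinc finger repressor of neuroendocrine cells, had a mean signal of 75.8 ± 36.0 in C and 282 ± 153 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of 1.56 (SE 0.56). ZNF518 had a log2 difference of 1.02 (SE 0.43) and ZCCHC5, a retrotransposon-derived gene, one of 0.85 (SE 0.36), and for both all 4 L3 arrays lay above all 4 C arrays (exact permutation p = 0.0286). The transcript MGC50721 had one of 1.35 (SE 0.62) and MGC12458 one of 0.79 (SE 0.46). The transcript annotated as GTP had signals of 348 ± 67.5 in C and 223 ± 124 in L3 and a log2 difference of −0.92 (SE 0.43). The 46 probe sets of these genes, taken from the study's own list, so that these counts are not independent evidence, had a median log2 difference of 0.14 in L3/C, and 29 were higher in L3. With other scalings the L3/C median was 0.27 with no further normalization and 0.10 with each array centred on its median. Of these, 4 had an unadjusted p under 0.05 in L3/C from limma, or 0 adjusted over the list alone. Turning sign in the 6 arrays with lower spike-in signal (1 of them L3) alone were MGC50721 in L3/C and GTP in L3/C.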

Transcripts involved in 1) calcium ion binding (*MGC33630, UMODL1, FLJ25818, S100Z, MGC12458, ITSN2* and *PRRG3*), 2) zinc ion binding (*FGD5, ZFYVE28, PDLIM4, ZCCHC6, ZNF518* and *INSM2*), 3) ATP binding (*MMAA* and *C6orf102*), 4) GTP binding (*DOCK5, DOCK6, DOCK10, MFN1* and *GTP*), 5) nucleic acid binding (*IFIH1, C13orf10, DDX58, TNRC6C, RSN, ZCCHC5, DJ467N11.1, MGC24039* and *LOC124245*), 6) DNA binding (*KIAA1305, HP1-BP74, H2AFY, C17orf31, HIST1H2BD* and *HIST1H1E*) 7) protein binding (*ABTB1, MGC50721, RANBP9, STXBP4, BTBD5* and *KLHL14*) and 8) protein folding (*HSPB3, DNAJB12, FKBP11* and *TBCC*) were all differentially expressed. Also, several transcripts which play a role in RNA processing events were differentially expressed. 

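NOL5A, a core protein of box C/D nucleolar particles, had a mean signal of 457 ± 22.1 in C and 331 ± 111 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of −0.62 (SE 0.32). All 4 L3 arrays lay below all 4 C arrays (exact permutation p = 0.0286). SNRPN, of the imprinted SNURF locus, had a log2 difference of 0.95 (SE 0.71) and the splicing factor SFPQ one of 0.81 (SE 0.57). SFRS5, an SR protein, had signals of 127 ± 77.9 in C and 222 ± 52.8 in L3 and a log2 difference of 0.75 (SE 0.61). LOC81691 had one of 0.74 (SE 0.51) and SFRS2IP one of 0.30 (SE 0.31). Among the 10 probe sets of these genes, drawn by the study from these 12 arrays and thus no independent evidence, 7 were higher in L3 than in C and the median log2 difference was 0.35. Under other scalings the L3/C median was 0.39 with no further normalization and 0.22 with each array centred on its median. Of these, 0 had an unadjusted p under 0.05 in L3/C from limma, or 0 adjusted over the list alone. For SFRS5 (L3 replicate 2, lower), 1 array stood apart from the other 3 of its group. SNRPN in L3/C had the other sign in the 6 arrays with lower spike-in signal (1 of them L3) alone.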

*SFRS2IP*, LOC81691, *EXOSC2, SFPQ, SNRPN* and *SFRS5* showed increased expression, whereas, *NOL5A, RBM19, NCBP2* and *PHF5A* showed decreased expression with increasing DHA. Transcripts related to immune response are also differentially expressed. *HLA-DPB1, MX2* and *IGHG1* were upregulated and *PLUNC* was downregulated with increasing DHA.

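IGHG1, the constant chain of immunoglobulin G1, had a mean signal of 68.7 ± 65.8 in C and 133 ± 62.5 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of 0.95 (SE 0.64). The class II chain HLA-DPB1 had a log2 difference of 0.51 (SE 0.48) and the interferon-induced GTPase MX2 one of −0.03 (SE 0.69). PLUNC, a secreted airway protein, had signals of 295 ± 83.7 in C and 287 ± 111 in L3 and a log2 difference of −0.20 (SE 0.40). Exact permutation p values were 0.314 for IGHG1 and 0.686 for PLUNC. Of the 4 probe sets of these genes, which the study picked from these same arrays, so that the tally is not independent evidence, 2 were higher in L3 than in C, with a median log2 difference of 0.24. Scaled otherwise, the median in L3/C was 0.37 with no further normalization and 0.19 with each array centred on its median. From limma, 0 had an unadjusted p under 0.05 in L3/C, and 0 when adjusted over the list alone. Among the arrays, L replicate 3 for HLA-DPB1 (lower), L replicate 1 for MX2 (higher) and L3 replicate 2 for MX2 (lower) lay apart from the other 3 of the group. Signs turned in another setting or with 1 array left out for IGHG1 in L3/C, MX2 in L3/C and PLUNC in L3/C.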

Finally, 406 transcripts with no known gene ontology functions were differentially expressed (Table S5). Several of these transcripts were among the most differentially expressed, among these, *H63, LOC283403, FLJ13611, PARP6, C6orf111, C10orf67, TTTY8, C11orf1* and *PHAX* were upregulated, whereas transcripts for *CHRDL2, TSGA13, RP4-622L5*, MGC5391, *RNF126P1, FAM19A2* and *NOB1P* were repressed considerably.

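C6orf111, a protein with arginine and serine rich domains, had a mean signal of 289.9 ± 138 in C and 659 ± 309 in L3 (SD, n = 4 per group) and a log2 difference in L3/C of 1.16 (SE 0.45). FLJ13611 had signals of 342 ± 157 in C and 592 ± 151 in L3 and a log2 difference of 0.81 (SE 0.38). H63 had signals of 26.7 ± 15.3 in C, 46.0 ± 38.1 in L and 94.7 ± 82.0 in L3. NOB1P had a log2 difference of −1.49 (SE 0.60) and the BMP antagonist CHRDL2 one of −1.11 (SE 0.51). FAM19A2, a secreted brain protein, had signals of 1438 ± 333 in C and 885 ± 245 in L3 and a log2 difference of −0.65 (SE 0.31). The exact permutation p was 0.0857 for C6orf111 and 0.143 for FAM19A2. The 16 probe sets of these transcripts, chosen by the study on the same arrays and therefore not independent evidence, had a median log2 difference of 0.34 in L3/C, and 9 were higher in L3. That median was 0.38 with no further normalization and 0.21 with each array centred on its median in L3/C. From limma, 4 had an unadjusted p under 0.05 in L3/C, and 0 when adjusted over the list alone. In H63 (L replicate 3, higher) and FAM19A2 (L3 replicate 3, lower), the array given lay far from the other 3 of its group.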

### Ingenuity Network Analysis

We explored relationships among sets of genes using Ingenuity Systems network analysis. Out of 1108 differentially expressed probe sets in our data, 387 probe sets (34.93%) were found in the Ingenuity Pathway Analysis (IPA) knowledge database, and are labeled “focus” genes. Based on these focus genes, IPA generated 41 biological networks (Table S6). Among these 41 networks, 24 had scores of >8 and the top 2 networks with 35 genes had scores of 49. We focus here on the most significant network.

The top network identified by IPA is associated with nervous system development and function, cellular growth and proliferation (Figure 1). Epidermal growth factor receptor (*EGFR*) is the most outstanding interaction partner found within the network. 

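EGFR (probe set type _at), for the EGF receptor, had a mean signal of 270.4 ± 82.6 in C, 155 ± 117 in L and 299 ± 77.8 in L3 (SD, n = 4 per group) and a log2 difference of −1.02 (SE 0.50) in L/C, with exact permutation p values of 0.2 in L/C and 0.8286 in L3/C. TIMP3 had a log2 difference of 0.50 (SE 0.47) in L3/C. FGF7, a growth factor for epithelia, had signals of 302 ± 133 in C, 327 ± 86.1 in L and 339 ± 115 in L3 and log2 differences of 0.16 (SE 0.38) in L/C and 0.11 (SE 0.38) in L3/C. Neuregulin, NRG1 (probe set type _at), had signals of 216 ± 135 in C, 230.1 ± 122 in L and 244 ± 162 in L3, and the lysophosphatidic acid receptor EDG7 of 82.6 ± 60.5 in C, 22.2 ± 28.2 in L and 62.9 ± 37.5 in L3. Among the 6 probe sets of these genes, a selection the study made on these arrays, which makes the counts no independent evidence, 5 were higher in L3 than in C and the median log2 difference was 0.12. Other scalings gave an L3/C median of 0.21 with no further normalization and 0.04 with each array centred on its median. In L3/C, 0 had an unadjusted p under 0.05 from limma, or 0 adjusted over the list alone. For the 19 measured genes of the fixed list of EGF receptor ligands and partners, the median log2 difference was −0.0044 in L/C and 0.02 in L3/C, with 9 and 10 genes higher and a camera adjusted p of 0.95 and 0.764, while in L3/C the mean was −0.19 and the test pointed down and the median in L3/C was −0.02 with no further normalization and −0.19 with each array centred on its median. From limma, 1 and 1 members had an unadjusted p under 0.05, with 0 and 0 adjusted over the list alone. With the smallest p came log2 differences in L/C of −1.81 (SE 0.53) for NRG4, 0.50 (SE 0.34) for SHC1 and 0.74 (SE 0.65) for ERBB2. Those in L3/C were −1.55 (SE 0.53) for NRG4, −0.99 (SE 0.50) for NRG1 (probe set type _s_at) and −1.26 (SE 0.70) for EGFR (probe set type _x_at). The 34 measured genes of the study's own network 1 in Table S6, not independent evidence, had a median log2 difference of 0.01 in L/C, 18 of them higher, and of −0.04 in L3/C, 13 of them higher, with adjusted p of 0.95 and 0.999 from camera, and the median in L/C was −0.03 with no further normalization and 0.0039 with each array centred on its median. This median in L3/C was 0.0030 with no further normalization and −0.17 with each array centred on its median. Members under an unadjusted p of 0.05 from limma were 1 and 1, and 0 and 0 adjusted over the list alone. The members with the smallest p had log2 differences in L/C of −0.60 (SE 0.29) for SMARCE1 and −0.71 (SE 0.44) for SFTPB. Far from the other 3 arrays of the group lay C replicate 3 for NRG1 (probe set type _at) (lower). The sign turned in at least 1 other setting or with 1 array left out for FGF7 in L3/C, and in the 6 arrays with lower spike-in signal (1 of them L3) alone for SFTPB in L/C.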

*EGFR* interacts with *TIMP3, NRG1, ADAM17, EDG7* and *FGF7*; all are upregulated, and involved in neural or visual perception development. *EGFR* signaling is implicated in early events of epidermal, neural and eye development. Loss of *EGFR* signaling results in reduced brain size and loss of larval eye and optic lobe in *drosophila* [171]. *EGFR* expression is required for postnatal forebrain and astrocytes development in mice [172]. Functional pathway analysis conducted on this network using the IPA tool set identified three genes, *ADAM17, NUMB* and *HES1*, involved in the Notch signaling pathway which regulates nervous system and eye development [173], [174]. *ADAM17* and *NUMB* were upregulated while *HES1* was repressed in both the groups. This analysis suggests that LCPUFA influence many processes with influences that converge on *EGFR*.

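NUMB had a mean signal of 12.7 ± 4.54 in C, 34.0 ± 21.3 in L and 43.1 ± 33.4 in L3 (SD, n = 4 per group) and a log2 difference of 0.70 (SE 0.40) in L/C. Its exact permutation p was 0.143 in L/C and 0.0286 in L3/C. HES1 (the study's probe set), a target of Notch signals, had signals of 382 ± 46.7 in C, 318 ± 61.1 in L and 245 ± 174 in L3 and a log2 difference of −0.21 (SE 0.54) in L/C, with exact permutation p values of 0.229 and 0.229. ADAM17, which cleaves the Notch receptor, had a log2 difference of 0.41 (SE 0.40) in L/C. Of the 3 probe sets of these genes, listed by the study from the same arrays, so not an independent test, 2 were higher in L than in C and 2 in L3 than in C, with median log2 differences of 0.41 and 0.44. From limma, 0 had an unadjusted p under 0.05 in L/C and 0 in L3/C, and 0 and 0 an adjusted p under 0.05 when adjusted over the list alone. Over the 33 measured genes of the fixed list of the Notch pathway, camera gave an adjusted p of 0.95 in L/C and 0.999 in L3/C, where 18 and 14 genes were higher and the median log2 differences were 0.02 and −0.02, while the median in L3/C was 0.06 with no further normalization and −0.11 with each array centred on its median. For L/C the median was 0.04 with no further normalization and 0.08 with each array centred on its median. Taken singly, 0 and 1 members had an unadjusted p under 0.05 from limma, or 0 and 0 adjusted over the list alone. The smallest p of a member went with log2 differences in L/C of −0.62 (SE 0.46) for PSEN2, 0.70 (SE 0.55) for APH1B and 0.58 (SE 0.54) for MAML1. The values in L3/C were −1.12 (SE 0.49) for DTX1, −1.14 (SE 0.66) for DLL1 and −0.88 (SE 0.53) for HES1 (the brightest probe set). Single arrays apart from the rest of their group were C replicate 2 for MAML1 (lower), L replicate 1 for MAML1 (higher) and L replicate 1 for HES1 (the brightest probe set) (lower). Turning sign in the 6 arrays with lower spike-in signal (1 of them L3) alone were MAML1 in L/C and DLL1 in L3/C.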

**Figure 1:**
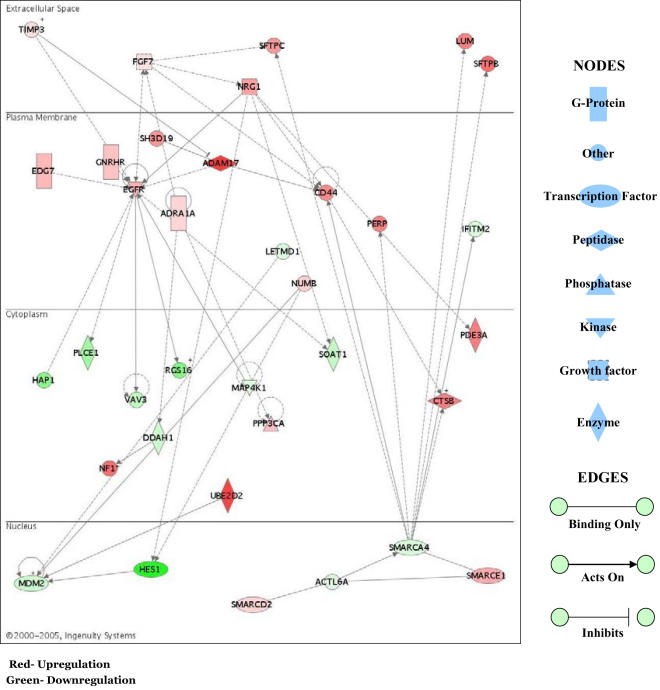
Ingenuity network analysis showing gene interactions generated from L3/C comparisons. Network is graphically represented as nodes (genes) and edges (the biological relationship between genes).

LCPUFA are known to directly interact with nutrient sensitive transcription factors such as peroxisome proliferator-activated receptors (PPARs), liver×receptors, hepatic nuclear factor-4α, sterol regulatory binding proteins, retinoid×receptors and NF-КB. Upon ingestion, LCPUFA can elicit a transcriptional response within minutes[31], [175], [176], [177]. Microarray studies on LCPUFA-supplementing animals have identified several tissue-specific pathways regulated by LCPUFA, particularly involving the liver, adipose, and brain tissue transcriptome [26], [178], [179]. Using murine 11K Affymetrix oligoarrays, Berger et al [178] [180] showed increased hepatic expression of lipolytic and decreased expression of lipogenic genes. However, in the hippocampus brain region, increased expression of *HTR4* and decreased expression of *TTR* and *SIAT8E*, genes involved in the regulation of cognition and learning, as well as *POMC*, a gene associated with appetite control, was identified. The first paper published on the brain gene transcriptome with respect to LCPUFA supplementation by Kitajka et al. in 2002 [181] demonstrated that feeding fish oil (DHA 26.9%) to rats increased expression of genes involved in lipid metabolism (*SPTLC2, FPS*), energy metabolism (ATP synthase subunit d, ATP synthase H^+^, cytochromes, *IDH3G*), cytoskeleton (Actin related protein 2, *TUBA1*), signal transduction (Calmodulins, *SH3P4, RAB6B* small GTPase), receptors, ion channels and neurotransmission (Vasopressin V1b receptor, Somatostatin), synaptic plasticity (Synucleins) and regulatory proteins (protein phosphatases). In the same study, fish oil supplementation also significantly reduced the expression of phospholipase D and Transthyretin. In related work, Kitajka et al [26] , using rat cDNA microarrays with 3,200 spots, found results similar to those previously reported. Barcelo-Coblijn et al. [182] were the first to report moderation of age-induced changes in gene expression in rat brain as a result of diets rich in fish oil (DHA 11.2%). In this study, 2 month old rats showed increased expression of *SNCA* and *TTR*, however, 2-year old rats exhibited no significant changes. In addition, Puskas et al. [183] demonstrated that administration of omega-3 fatty acids from fish oil (5% EPA and 27% DHA; total fat content: 8%) for 4 weeks in 2 year old rats induced expression of transthyretin and mitochondrial creatine kinase and decreased expression of *HSP86, ApoC-I* and Makorin RING zinc-finger protein 2, genes in hippocampus brain region. Finally, Flachs et al [179] showed increased expression of genes for mitochondrial proteins in adipose tissue.

In comparison with previous brain transcriptome analyses, the present study employing the use of high-density Affymetrix oligoarrays (>54,000 ps) revealed genes differentially regulated by LCPUFA at ranges mimicking breastmilk. 

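SPTLC2, a subunit of serine palmitoyltransferase, had a log2 difference of 1.02 (SE 0.53) in L/C. Exact permutation p values were 0.0571 in L/C and 0.371 in L3/C.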

With the exception of *SPTLC2*, which we also found to be upregulated in the L/C and L3/C comparisons, none of the remaining, previously identified genes, were differentially expressed in our dataset. Many factors are likely to contribute to the observed differences in differentially expressed genes between our study and previous work. One likely source is the difference in dietary DHA/ARA, which is within the range of human and baboon breastmilk; previous studies used much higher amounts of DHA, from 11.2% to 27% [182], [183]. Also, interactions between levels of ARA and DHA supplied in our study add some complexity to the interpretation since the three treatments do not represent a strict dose response to DHA. However, our DHA and ARA come from sources that are routinely consumed by human infants in commercial infant formulas, and thus are directly relevant to that group. Despite lower levels of DHA/ARA, genes in our data set show subtle changes in expression. Moreover, the magnitude of these results is not surprising given the nutritional focus of the study, in which subtle, widespread shifts in transcription may have profound biological effects. Our data indicate that LCPUFA supplementation within the ranges of breastmilk will induce global changes in gene expression across numerous biological processes.

### Conclusions

The impact of DHA and ARA on infant baboons was both significant and widespread. We identified several novel differentially-expressed transcripts in 12-week old baboon cerebral cortexes modulated by dietary LCPUFA. The majority of probe sets showed subtle changes in gene transcription. 

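The 1106 tested probe sets of the study's list, selected on these arrays and therefore no independent evidence, had the paper's sign in 67.7% of cases in L/C (95% exact Clopper-Pearson interval 64.9 to 70.5) and 75.8% in L3/C (73.1 to 78.3). Both intervals take the probe sets as independent and so understate the uncertainty. Across these probe sets, which are not independent replicates, the correlation of the log2 differences here with those in the paper's tables was 0.47 in L/C and 0.57 in L3/C. At an unadjusted p under 0.05 from limma, 52 of them stood in L/C and 101 in L3/C, and 140 in at least 1 of the comparisons. The paper reads its data as indicating broad changes of transcription in the neonatal cortex, mostly of small size, with LCPUFA at the levels of breastmilk.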

In the cerebral cortex, we observed increased expression of mitochondrial proton carrier, *UCP2* (uncoupling protein 2) in both groups, but more in L3/C. *PLA2G6*, implicated in childhood neurodegeneration, was differentially expressed. *TIA1*, a silencer of the *COX2* gene translation is upregulated in L3/C. Increased expression was observed for *TIMM8A, NRG1, SEMA3D* and *NUMB*, genes involved in neural development. *LUM, EML2, TIMP3* and *TTC8* genes with roles in visual perception were upregulated. Hepatic nuclear factor-4α (*HNF4A*) showed decreased expression with increasing DHA. *RARA* was repressed in both the groups. A network involving 35 genes attributed to neural development and function was identified using Ingenuity pathway analysis, emphasizing *EGFR* as the most outstanding interaction partner in the network. In this network *EGFR* interacts with genes involved in neural or visual perception, *TIMP3, NRG1, ADAM17, EDG7* and *FGF7*. Although subtle, the upregulation of *NUMB* and downregulation of *HES1* in the Notch signaling pathway, not previously shown to interact with fatty acids, supports the involvement of LCPUFA, particularly DHA, in neural development. Interestingly, no known desaturases and only one elongase, LCPUFA biosynthetic enzymes, were differentially expressed in cerebral cortex. In a study of liver gene expression in preparation, fatty acid desaturases *SCD* and *FADS1* were significantly downregulated in liver, where we identified a multifunctional protein *TOB1* which is significantly upregulated.

These data represent the first comprehensive transcriptome analysis in primates and have identified widespread changes in cerebral cortex genes that are modulated by increases in DHA, induced by dietary means. Importantly, the range of DHA used here is within limits of human and primate breastmilks, the natural food for infants, and indicate that CNS gene expression responds to LCPUFA concentrations.

## Materials and Methods

Details of experimental design, animal characteristics, and tissue sampling are available elsewhere [38] and will be outlined briefly here.

### Animals and Diets

The animal phase took place at the Southwest Foundation for Biomedical Research (SFBR), San Antonio, TX, and was approved for animal care and research protocols from SFBR and Cornell University Institutional Animal Care and Use Committee (IACUC). Twelve baboon neonates born spontaneously around 182 days gestation were randomized into 3 groups (n = 4 per group). They were fed for 12 weeks on one of three formulas: C: Control (no DHA-ARA); L: 1×LCPUFA (0.33%DHA-0.67%ARA); L3: 3×LCPUFA (1.00%DHA-0.67%ARA). Formulas in color-coded cans were kindly provided by Mead-Johnson Nutritionals (Evansville, IN) in ready-to-feed form, 2 colors per treatment, so that investigators were masked to the treatments.

### Sampling and Array Hybridization

Twelve week old baboon neonates were anesthetized and euthanized at 84.4±1.1 days. Tissue collected from the precentral gyrus of the cerebral cortex was placed in RNALater according to vendor instructions and was used for the microarray analysis and validation of microarray results.

Microarray studies utilizing baboon samples with human oligonucleotide arrays have been successfully carried out previously[184], [185]. Cerebral cortex global messenger RNA in the three groups was analyzed using Affymetrix Genechip™ HG-U133 Plus 2.0 arrays <http://www.affymetrix.com/products/arrays/specific/hgu133plus.affx>. The HG-U133 Plus 2.0 has >54,000 probe sets representing 47,000 transcripts and variants, including 38,500 well-characterized human genes. One hybridization was performed for each animal (12 chips total). RNA preparations and array hybridizations were processed at Genome Explorations, Memphis, TN <http://www.genome-explorations.com>. The completed raw data sets were downloaded from the Genome Explorations secure ftp servers.

### Microarray Data Analysis

Raw data (.CEL files) were uploaded into Iobion's Gene Traffic MULTI 3.2 (Iobion Informatics, La Jolla, CA, USA) and analyzed by using the robust multi-array analysis (RMA) method. In general, RMA performs three operations specific to Affymetrix GeneChip arrays: global background normalization, normalization across all of the selected hybridizations, and log2 transformation of perfect match oligonucleotide probe values [186]. Statistical analysis using the significance analysis tool set in Gene Traffic was utilized to perform Multiclass ANOVA on all probe level normalized data. Pairwise comparisons were made between C vs L and C vs L3 and all probe set comparisons reaching *P* <0.05 were included in the analysis. Gene lists of differentially expressed probe sets were generated from this output for functional analysis.

### Bioinformatics analysis

Expression data was annotated using NIH DAVID <http://apps1.niaid.nih.gov/david> [187] and NetAffx <http://www.affymetrix.com/analysis/index.affx>. Genes were grouped into functional categories and pathways based on the Gene Ontology Consortium <http://www.geneontology.org>, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway Database <http://www.genome.jp/kegg/pathway.html> and <BioCarta <http://www.biocarta.com/>. Data presented in this manuscript is accessible through GEO Series accession number GSE6519 (GEO, http://www.ncbi.nlm.nih.gov/geo/).

### RNA Isolation and RT PCR

RT PCR was conducted on nine genes to confirm the results of the array analysis. Total RNA from 30 mg samples of baboon cerebral cortex brain tissue homogenates was extracted using the RNeasy Mini kit (Qiagen, Valencia, CA). Each RNA preparation was treated with DNase I according to the manufacturer's instructions. The yield of total RNA was assessed by 260 nm UV absorption. The quality of RNA was analyzed by 260/280 nm ratios of the samples and by agarose gel electrophoresis to verify RNA integrity.

One microgram total RNA from each group (C, L, L3) was reverse-transcribed into first strand cDNA using the iScript cDNA synthesis kit (Bio-Rad, Hercules, CA). The iScript reverse transcriptase is a modified MMLV-derived reverse transcriptase and the iScript reaction mix contains both oligo(dT) and random primers. The generated first strand cDNA is stored at −20°C until used.

Quantitative real-time PCR using SYBR green and TaqMan assay methods was used to verify the differential expression of selected genes that were upregulated in L3/C comparison. All the primers were gene-specific and generated from human sequences <www.ensembl.org>. PCR primers were designed with PrimerQuest software (IDT, Coralville, IA) and ordered from Integrated DNA Technologies (IDT, Coralville, IA). Initially primers were tested by polymerase chain reactions with baboon cerebral cortex brain cDNA as template in a 30 µl reaction volume using Eppendorf gradient thermal cycler (Eppendorf), with 1 µm of each primer, 0.25 mM each of dNTPs, 3 µl of 10×PCR buffer (Perkin-Elmer Life Sciences, Foster City, CA, USA), 1.5 mM MgCl_2_ and 1.5 U *Taq* polymerase (Ampli *Taq* II; Perkin-Elmer Life Sciences). Thermal cycling conditions were: initial denaturation at 95°C for 5 min followed by 25–35 cycles of denaturation at 95°C for 30 s, annealing at 60°C for 1 min and extension at 72°C for 1 min, with a final extension at 72°C for 2 min. PCR products were separated by electrophoresis on 2% agarose gel stained with ethidium bromide and bands of appropriate sizes were obtained. The PCR products of *LUM, TIMM8A, UCP2, ß-ACTIN, ADAM17* and *ATP8B1* were sequenced and deposited with GenBank (Acc Numbers: DQ779570, DQ779571, DQ779572, DQ779573, DQ779574 and DQ779575, respectively).

Initially standardized primers for genes (*ATP8B1, ADAM17, NF1, FZD3, ZNF611, UCP2, EGFR* and control *ß-ACTIN*) were used for SYBR green real time PCR assay (Power SYBR Green PCR Master Mix, Applied Biosystems, Foster City, CA). We used the baboon *LUM, TIMM8A* and *ß-ACTIN* sequences to design TaqMan Assay (Assay by Design; <www.appliedbiosystems.com>). The selected gene symbols, primer pairs and probe details are depicted in Table S3. Quantitative real time PCR reactions were done with the Applied Biosystems Prism 7300/7500 real time PCR system (Applied Biosystems, Foster City, CA). After 2 minutes of UNG activation at 50°C, initial denaturation at 95°C was carried out for 10 minutes, the cycling conditions of 40 cycles consisted of denaturation at 95°C for 15 seconds, annealing at 60°C for 30 seconds, and elongation at 72°C for 1 minute. For SYBR green method UNG activation step is eliminated. All reactions were done in triplicate and *ß-ACTIN* was used as the reference gene. Relative quantification was performed by using comparative CT method (ABI Relative Quantification Chemistry guide # 4347824).

### Network Analysis

We used a new web-delivered bioinformatics tool set, Ingenuity pathway analysis (IPA 3.0) <http://www.ingenuity.com>, to identify functional networks influenced by our dietary treatments. IPA is a knowledge database generated from the peer-reviewed scientific publications that enables discovery, visualization and exploration of functional biological networks in gene expression data and delineates the functions most significant to those networks. The 1108 differentially expressed probe sets identified by microarray data, as discussed below, were used for network analyses. Affymetrix probe set ID's were uploaded into IPA and queried against all other genes stored in the IPA knowledge database to generate a set of networks having up to 35 genes. Each Affymetrix probe set ID was mapped to its corresponding gene identifier in the IPA knowledge database. Probe sets representing genes having direct interactions with genes in the IPA knowledge database are called “focus” genes, which were then used as a starting point for generating functional networks. Each generated network is assigned a score according to the number of differentially regulated focus genes in our dataset. These scores are derived from negative logarithm of the *P* indicative of the likelihood that focus genes found together in a network due to random chance. Scores of 4 or higher have 99.9% confidence level of significance as defined in detail elsewhere [188].

## Supporting Information

Table S1A Genes with known function upregulated by L3 (1.00%DHA-0.67%ARA) in Brain
(0.16 MB XLS) Click here for additional data file.

Table S1B Genes with known function downregulated by L3 (1.00%DHA-0.67%ARA) in Brain
(0.18 MB XLS) Click here for additional data file.

Table S1C Genes without known function upregulated by L3 (1.00%DHA-0.67%ARA) in Brain
(0.08 MB XLS) Click here for additional data file.

Table S1D Genes without known function downregulated by L3 (1.00%DHA-0.67%ARA) in Brain
(0.07 MB XLS) Click here for additional data file.

Table S2 Probe sets showing ≥1.4 fold changes in gene expression
(0.02 MB XLS) Click here for additional data file.

Table S3 Primers and Probe Sequences
(0.02 MB XLS) Click here for additional data file.

Table S4 Comparison of microarray versus QRT-PCR gene expression values (Fold-changes)
(0.01 MB XLS) Click here for additional data file.

Table S5 Classification According to Gene Ontology Functions for Brain
(0.28 MB XLS) Click here for additional data file.

Table S6 Ingenuity functional network analysis
(0.07 MB XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

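Gene expression was measured in the precentral gyrus of 12 baboon neonates with Affymetrix HG-U133 Plus 2.0 arrays, 1 array per animal, with 4 animals each fed formula C, L or L3. The groups, the replicate numbers, the sex and the age of each animal were taken from the sample records. The authors deposited 1 table that holds, for each array, the MAS5 signal of 54675 probe sets from GCOS on a linear scale. The signal is an intensity that the authors' software summarized from the probes of each set, as deposited. Each array had been scaled to a common trimmed mean, which was checked by trimming 2% of the values at either end. The methods of the paper describe RMA values, which are on a log2 scale, and the deposited signals are not RMA values. The probe-level files were not read, so RMA could not be computed.

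In the computation, the 62 control probe sets were left out, which leaves 54613. A pseudocount of 16 was added to each signal, log2 values were taken and the arrays were quantile normalized. Limma fitted the means of the 3 groups with 9 residual degrees of freedom and an empirical Bayes variance with a trend on the mean level. The comparisons were L/C, L3/C, L3/L and any difference among the 3 groups. P values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Exact permutation tests of 4 against 4 arrays were run for named genes, with 0.0286 as the smallest p they can give. Precision rests on 4 arrays per group, and the median standard error of a log2 difference was 0.51. Probe sets were named from a platform annotation, by which 41091 have 1 symbol, 1801 have several and 11721 have none. Where several probe sets of a gene are named, they are told apart by the ending of the identifier (_at, _s_at or _x_at), or as the study's and the brightest. Probes of the arrays match human transcripts, and the sequence of the baboon transcripts was not at hand.

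Gene lists were tested with camera at a preset correlation of 0.01, over 32 lists with 804 genes, of which 723 were measured. A list used 1 probe set per gene, the one with the highest mean. The lists cover the subjects of the paper and the cell types of the cortex, with housekeeping processes and sex-linked genes. Genes named in the text are of 3 kinds. Of the genes the paper names, they are the RT-PCR genes, those of the paper's conclusions and up to 6 with the smallest p in each other group. In each gene list they are the members at an adjusted p under 0.05, or up to 3 with the smallest p. In L/C and in L3/C they are the 10 with the smallest p among named probe sets whose 4 arrays all lay on one side of the 4 C arrays. The values in the tables of the paper had been seen when this rule was written. For 4 of these genes the values are left out of the text and were not set beside the paper's, and the counts over groups and lists still hold them. The log2 differences of the paper's tables were read as given, and their sign and range were checked.

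Alternatives were no further normalization, centring of each array on its median, a pseudocount of 1, only the brighter probe sets (mean above the median), no trend of the variance, the methods' multiclass test and its combination with pairwise tests, a fit to only the 8 arrays compared, a sex covariate, females only, an age covariate, a replicate block, and leaving out each array in turn. For lists, all probe sets, an estimated correlation and fry were also used. Chosen after seeing the data were an RNA quality covariate (the 3'/5' ratio of ACTB), a spike-in covariate, the 6 arrays with lower spike-in signal and array weights. The numbers of the replicates were treated as labels, because each array is another animal and neither the paper nor the sample records give the numbers a meaning. For other divisions of the arrays, all 35 of each comparison and 100 drawn ones among the 3 groups were fitted in the same way.

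The scripts were tested on simulated data, with 200 probe sets each changed by log2 1, 2 or 3. Of unchanged probe sets 5.14% had an unadjusted p under 0.05, 6 were called at an adjusted p under 0.05, and of 32 lists the 1 raised was called and 0 others. These rates describe the simulated data only. Another division of the real L and L3 arrays gave 794 probe sets at an adjusted p under 0.05, so the rates need not hold there. Software was Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and R 4.3.3 with limma 3.58.1. The RT-PCR values and the links of the Ingenuity networks of the paper were left out, because the deposited table does not hold them.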

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

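The tests of the meningeal markers, of the probe sets at 1.4-fold or more and of the Y-linked genes, and the counts of other divisions of the arrays for the meningeal list, were chosen only after the results were seen. A signal appeared in a gene list that the paper does not discuss. For the 16 measured genes of the fixed list of meninges and fibroblasts, the median log2 difference was 0.47 in L/C and 0.58 in L3/C, with 15 and 12 genes higher and a camera adjusted p of 5.42e-05 and 0.00915. With the correlation between genes estimated it was 0.217 in L/C and 0.478 in L3/C, and fry gave 0.838 and 0.393, so that the call was lost. There were 3 and 2 members at an unadjusted p under 0.05 from limma, and 0 and 0 when adjusted over the list alone. Its smallest p values belonged to log2 differences in L/C of 1.41 (SE 0.63) for OGN (probe set type _s_at) and 1.32 (SE 0.60) for SLC13A4. In L3/C such members had 1.57 (SE 0.63) for OGN (probe set type _s_at), 0.93 (SE 0.41) for DCN and 0.84 (SE 0.40) for COL1A2. Over the remaining settings the adjusted p from camera ran from 2.3e-06 to 0.00515 in L/C and from 0.000154 to 0.293 in L3/C. The call in L3/C was lost at 0.0722 (median 0.25) with all probe sets, 0.211 (median 0.37) with the sex covariate, 0.192 (median 0.34) in females only, 0.0723 (median 0.41) with array weights, 0.254 (median 0.54) without C replicate 2, 0.125 (median 0.35) without L3 replicate 2 and 0.293 (median 0.33) in the 6 arrays with lower spike-in signal (1 of them L3). The median in L/C ran from 0.41 (without C replicate 2) to 0.77 (without C replicate 3), and in L3/C from 0.25 to 0.85 (without L3 replicate 1). Mean signals of the most abundant members were 1913 for COL1A1, 1872 for PDGFRA, 1712 for COL1A2, 1519 for DCN and 599.9 for TIMP3. For DCN the mean signal was 923 in C, 1945 in L and 1689 in L3. Of the 16 genes, 3 (TIMP3, OGN and LUM) were listed by the study from these arrays and 3 are held by another list, and how many the cortex itself expresses was not tested.

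A candidate explanation for the higher meningeal markers is meningeal tissue left on the cortex pieces in differing amounts, since within the formula groups the markers deviated together, with a mean pairwise correlation of 0.0771 at percentile 95.5 of 1000 random lists matched on mean level (95th percentile 0.0719), although 8 other lists correlated more, up to 0.353 for the cytosolic ribosomal proteins and 0.153 for pericytes. RNA quality as measured by the ACTB 3'/5' ratio is not the whole cause. With this ratio in the model the median log2 difference was 0.51 in L/C and 0.73 in L3/C, against 0.47 and 0.58 without it. The larger adjusted p of the 2 comparisons with the ratio was 0.00102 from camera at the preset correlation. The estimated correlation, at which the call was lost, was used only without the ratio. The formula stays open as a source as well: the mean over the markers was 0.56 higher in the 8 animals fed L or L3 than in C (exact permutation p of 0.0202 over 495 arrangements, and 0.0424 without LUM, OGN and TIMP3), 0.61 higher in L alone (p of 0.0857) and 0.51 in L3 alone (p of 0.0571), which restates the difference that prompted the test. Chance cannot be excluded, since 2 of the 35 divisions of the 8 arrays, the real one included, gave as small a camera p in each comparison, with a smallest value in the other divisions of 3.56e-07 against the real 1.69e-06 in L/C and of 2.18e-06 against 0.000286 in L3/C. The design does not separate the tissue from the formula, because no measure of the tissue on each piece is at hand.

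The 66 probe sets at 1.4-fold or more in the paper's L3/C values may owe part of their difference to weaker target signal on some arrays. Within the formula groups their mean in the study's direction had a slope of 0.25 on the log2 spike-in signal (correlation 0.89, exact permutation p of 0.00326 over 13824 arrangements), against an exact permutation p of 0.119 for the ACTB 3'/5' ratio as a measure of RNA degradation. With the spike-in signal in the model the mean log2 difference in the study's direction was 0.50, and with the ACTB ratio 0.60. Probe sets with the suffix _x_at, which can match several transcripts, made up 34.2% of the 38 higher and 25% of the 28 lower ones, against 7.70% of all (Fisher exact p of 2.84e-06 and 0.00447). The Fisher test takes probe sets as independent, which those of the same arrays are not, so that its p values may overstate the evidence. The formula was not tested as an explanation, because the study selected these probe sets for this difference on the same arrays.

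The 13 measured genes of the fixed Y-linked list had a median log2 difference of −0.31 in L/C, 4 of them higher, and of −0.22 in L3/C, 3 of them higher, with adjusted p of 0.889 and 0.367 from camera. The L3/C median was −0.17 with no further normalization and −0.34 with each array centred on its median. Its members with an unadjusted p under 0.05 from limma numbered 1 and 1, or 0 and 0 adjusted over the list alone. Among members, the smallest p went with log2 differences in L/C of 0.88 (SE 0.40) for SRY, −1.21 (SE 0.69) for PRKY and −1.65 (SE 1.11) for RPS4Y1. L3/C gave −2.82 (SE 1.11) for RPS4Y1 and −1.31 (SE 0.65) for KDM5D. Away from the other 3 of the group was a single array in RPS4Y1 (L3 replicate 3, higher).

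Sex of the animals is a candidate explanation for the lower Y-linked genes in L3/C, because C held 2 males and L3 held 0. The mean log2 difference over the list was −0.53 (SE 0.21) with all animals and −0.20 (SE 0.13) with the 2 C and 4 L3 females. The mean deviation of the list in log2 was 0.65 and 0.56 in the C males and 0.43 in the L male. In the 9 females of all formulas it was −0.45 to 0.06. These values argue against the formula as the whole source of the lower list. For the difference left in females, the formula was not excluded. The labels of sex were checked on RPS4Y1, with signals of 3132 to 4667 in the 3 males and 65.8 to 317 in the 9 females, and on XIST, with 54.6 to 254 in males and 576 to 3693 in females. Other Y-linked genes separated the sexes less, with EIF1AY at 153 to 195 in males and 11.5 to 208 in females, ZFY at 79.4 to 188 and 20.7 to 102, and UTY at 255 to 559 and 98.2 to 913.

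A single array lay far from the other 3 of its group in 80 of 1185 groups of 4 tested (6.75%), where chance gives about 1 in 20. The groups cover the 358 probe sets of named genes, the means of the 32 lists and 5 measures of array quality. L replicate 1 accounts for 27 of the 80 and C replicate 2 for 12. Below, values are normalized log2 signals, or mean deviations in log2 for a list, with the range of the other 3 arrays in parentheses.

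In C replicate 1 the value was 4.39 for GUCY2C (5.34 to 5.40). C replicate 2 stood at −0.36 for the microglia and macrophages list (0.0047 to 0.03), 5.72 for PLA2G6 (7.75 to 7.90), 5.20 for PRKAG2, probe set type _at (6.03 to 6.09), 6.18 for GSTA3 (4.92 to 5.07), 5.62 for ELL (7.79 to 8.12) and 5.41 for ZDHHC8BP (5.56 to 5.59). C replicate 2 stood apart too at 8.47 for SLN (9.11 to 9.23), 9.50 for SLC2A1, probe set type _s_at (10.10 to 10.14), 11.60 for SST (11.77 to 11.79), 7.13 for MAML1 (9.04 to 9.33), 8.82 for SOX10 (9.82 to 9.92) and 8.88 for NDUFA8 (9.43 to 9.54). For C replicate 3 they were 7.61 for TEBP (8.35 to 8.48), 5.61 for NRG1, probe set type _at (7.96 to 8.36), 4.53 for DMAC2L (4.67 to 4.68) and 5.84 for PDK1 (7.89 to 8.13). In C replicate 4 the values were 5.55 for SERPINB6, probe set type _x_at (6.77 to 6.94), 6.49 for TRPM1, probe set type _s_at (5.01 to 5.20), 8.27 for TRPV2 (6.03 to 6.33) and 9.61 for HSD17B7 (9.14 to 9.21).

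The mean rank correlation of L replicate 1 with the other 11 arrays was 0.657 (0.769 to 0.787). L replicate 1 stood at −0.73 for the astrocytes list (0.15 to 0.20), −0.21 for the LCPUFA synthesis list (0.24 to 0.32), −0.42 for the sphingolipid synthesis list (0.18 to 0.24), 8.88 for FZD3 (8.69 to 8.71), 6.90 for ACADSB, the study's probe set (8.24 to 8.51) and 6.84 for GNA14 (8.16 to 8.26). L replicate 1 stood apart too at 8.14 for RIT1 (7.29 to 7.37), 6.45 for SH3GL3 (8.32 to 8.56), 9.94 for CASP9 (8.67 to 8.88), 7.27 for FLJ13491 (8.21 to 8.36), 8.26 for GSR, the study's probe set (6.05 to 6.42) and 7.54 for HDHD3 (5.94 to 6.19). Others of L replicate 1 were 4.98 for ELL (7.71 to 8.06), 9.48 for MX2 (7.76 to 8.05), 8.13 for IL18BP (6.95 to 7.15), 9.57 for AHSP (8.00 to 8.18), 6.40 for ECHS1 (8.65 to 8.92) and 8.86 for SLC25A4 (10.55 to 10.69). Further values of L replicate 1 were 9.74 for MAML1 (9.01 to 9.10), 9.00 for SOX4 (10.21 to 10.28), 8.88 for PNPLA2 (9.73 to 9.90), 5.34 for NDUFA8 (8.74 to 9.36), 7.37 for NSMAF, the brightest probe set (8.19 to 8.34) and 6.05 for PRKX (7.37 to 7.51). Also apart in L replicate 1 were 6.84 for HES1, the brightest probe set (8.55 to 8.68) and 7.14 for RCVRN (8.41 to 8.55). Values of L replicate 2 were 4.96 for PPP2R3A (5.96 to 6.15), 5.05 for GLIS1 (5.54 to 5.61), 11.55 for RPS25 (11.09 to 11.15), 10.01 for HACD2 (9.07 to 9.11) and 6.25 for AKR1C3 (4.89 to 5.08). For L replicate 3 they were 6.95 for H63 (5.37 to 5.54), 6.51 for FDFT1 (5.18 to 5.40), 6.96 for HLA-DPB1 (7.87 to 7.95) and 9.22 for RELN (9.94 to 10.04). In L replicate 4 the values were 5.81 for LASS5 (4.39 to 4.64) and 7.25 for CTSC (4.94 to 5.24).

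L3 replicate 1 stood at −0.15 for the astrocytes list (0.11 to 0.16), 5.69 for SFRP2 (7.91 to 8.33) and 5.61 for TIE1 (6.37 to 6.50). Values of L3 replicate 2 were 8.29 for ZNF81 (5.90 to 6.19), 7.21 for SFRS5 (7.87 to 7.98), 5.27 for MX2 (8.38 to 8.88), 8.19 for ADM (7.74 to 7.79) and 8.04 for ANGPTL4 (6.29 to 6.49). For L3 replicate 3 they were −0.25 for the endothelium list (0.04 to 0.08), 7.84 for GLYAT (5.69 to 5.99), 5.24 for CLPS (7.27 to 7.62), 9.13 for FAM19A2 (10.01 to 10.08), 6.08 for AHSP (7.96 to 8.02) and 8.21 for RPS4Y1 (6.33 to 6.53). Further values of L3 replicate 3 were 8.26 for HBD (7.25 to 7.41). L3 replicate 4 stood at 0.49 for the microglia and macrophages list (−0.31 to −0.22), 6.42 for SOAT1 (4.26 to 4.42), 5.79 for CD58 (6.61 to 6.69), 5.74 for RAX (5.12 to 5.22), 9.14 for KEAP1 (6.35 to 6.74) and 4.94 for ACADL (7.13 to 7.56).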

How the results depend on the processing

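The settings with an RNA quality covariate, a spike-in covariate, the 6 arrays with lower spike-in signal, and array weights were chosen after seeing the data, and the others were not. At an adjusted p under 0.05, 0 probe sets were called by limma or the methods' multiclass test in L/C, L3/C, L3/L or among the 3 groups in every setting that gave a value, with the counts at an unadjusted p under 0.05 as follows. L/C, at 1324, had 472 among the brighter probe sets, 2045 in the 6 arrays with lower spike-in signal and 2759 with array weights, and stayed within 1.5 times in the other 24 of 27 settings. L3/C, at 2329, had 951 among the brighter probe sets, and 1982 (without C replicate 3) to 4304 (without L3 replicate 4) when 1 array was left out. L3/L, at 2949, had 1358 among the brighter ones, and 2249 (without L replicate 4) to 5433 (without L3 replicate 4). Among the 3 groups 2006 had 794 among the brighter ones, and 1681 (without L replicate 4) to 3718 (without L3 replicate 4). The setting with the brighter probe sets (mean above the median) tests fewer, and for the other settings the cause was not tested. Replicate numbers do not mark the same animal, and 6 of 12 arrays correlated best with their own number, with pair correlations of 0.26 to 0.33 for number 4, 0.14 to 0.19 for number 1 and −0.09 to 0.06 for numbers 2 and 3. A replicate block gave 1698, 2836, 3826 and 2697 probe sets at an unadjusted p under 0.05 and 0 adjusted, with no change to a gene list call. Of the study's probe sets, the share with the study's direction in L/C (67.7%) was 64.4% with the age covariate. In L3/C (75.8%) it was 71.7% with the sex covariate, 70.5% in females only, 73.0% with the spike-in covariate, 63.6% in the 6 arrays, and 71.2% (without L3 replicate 1) to 77.1% (without C replicate 2) with 1 array left out. Their share higher in L3/C (56.4%) was 61.5% with no further normalization, 51.9% with arrays centred on the median and 51.7% among the brighter ones. The share of all probe sets with 1 direction in L/C and L3/C (61.4%), which share the C arrays, was 60.4% with no further normalization, 60.2% with arrays centred on the median, 60.2% among the brighter ones, 63.4% with the sex covariate, 69.2% in females only, 56.9% with the age covariate, 64.6% in the 6 arrays, 58.4% with array weights, and 57.1% (without L replicate 1) to 66.0% (without C replicate 4) with 1 array left out. The odds ratio of _x_at probe sets among those higher in L3/C at an unadjusted p (1.31) was above 1 throughout but its Fisher exact test lost the threshold at 1.19 with arrays centred on the median, 1.06 with no trend of the variance, 1.23 with the sex covariate, 1.22 in females only, 1.22 with the multiclass test, 1.10 in the 6 arrays, 1.13 without C replicate 1, 1.15 without L3 replicate 2 and 1.20 without L3 replicate 3, and it reached 1.72 without C replicate 2 and 2.02 among the brighter ones. The Fisher test takes probe sets as independent, which those of the same arrays are not. In L/C the meningeal list was the only one called by camera in 27 of 29 other settings, and 0 lists were called with the estimated correlation or by fry. In L3/C it was the only one in the main setting, and 0 lists were called with the estimated correlation, by fry, with all probe sets (0.0722), with the sex covariate (0.211), in females only (0.192), in the 6 arrays, with array weights (0.0723), without C replicate 2 and without L3 replicate 2, where values in parentheses are its adjusted p from camera. More lists were called in L3/C with no further normalization (5, with cytosolic ribosomal proteins, excitatory neurons, immediate early genes and respiratory chain down), with arrays centred on the median (4, the same but immediate early genes) and with the RNA quality covariate (2, with astrocytes up), and the cause was not tested. The methods' multiclass test gives no value for gene lists, its combination with the pairwise tests gives only a count at an unadjusted p (1770), and the 8 arrays of a comparison give no value among the 3 groups. Of the 441 values of named genes, 148 turned sign in at least 1 setting (73 only in the 6 arrays, of which 1 is L3); of 11722 values over the settings 324 turned (100 in those arrays), 175 moved by more than the spread between replicates (121 in those arrays, 19 with a pseudocount of 1), and 0 reached an adjusted p under 0.05 (smallest 0.0651, with the methods' multiclass test). The 6 arrays hold 1 of L3, assumed to vary like the other groups. In simulated data, changes of log2 1, 2 and 3 were recovered for 4.5%, 37.5% and 74.5% of 200 probe sets each.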

Differences from the paper's values

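The settings with an RNA quality covariate, a spike-in covariate, the 6 arrays with lower spike-in signal and array weights were chosen after seeing the values, and every other setting below was set before the data were examined. The paper reports 1108 probe sets, the paper's value, at P under 0.05 in its multiclass and pairwise tests of RMA values. It does not state whether P was adjusted. Here 3402 had an unadjusted p under 0.05 from limma in L/C or L3/C, the paper's filter by the multiclass test not applied. The setting with only the brighter probe sets (mean above the median) tests 27306 probe sets rather than 54613, which lowers the count by itself. Its 1354 probe sets hold 39 of the 441 study probe sets tested there, against 140 of 1106. Among the alternatives set before the data were examined, this setting comes within 1.5 times of the paper's value. All others do not, with 2791 (sex covariate) to 5374 (without L3 replicate 4), and 1770 with the methods' combination of the multiclass and at least 1 pairwise test, 93 of them in the study's list. Under the 4 settings chosen after seeing the values the counts were 3670 to 4770, which do not come within either, and 137 (spike-in covariate), 149 (RNA quality covariate), 119 (6 arrays) and 179 (array weights) of the study's list had an unadjusted p under 0.05. Over the settings set before the data were examined, the number from the study's list at an unadjusted p under 0.05 ran from 39 of 441 among the brighter probe sets to 187 of 1106 without L3 replicate 4.

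Of 240 log2 differences of named genes that the paper's tables give, 99 differ here by more than the spread between replicates or in sign, 34 of them in sign. The paper describes RMA values and these are from MAS5 signals, a difference that none of the alternatives covers. A sign is counted as different even where both values lie near 0 and within the spread. For IMPG1 in L/C they were 0.027 and −0.039, with an SD between replicates of 0.35. In the values below the number in parentheses is the paper's.

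With the other sign in L/C were MSRA −0.96 (the paper's 0.095), ELOVL5 0.17 (the paper's −0.022), SOD2 0.24 (the paper's −0.095), TIA1 0.35 (the paper's −0.015), ALDH3B2 −0.022 (the paper's 0.074), GSR −1.26 (the paper's 0.348), IMPG1 0.027 (the paper's −0.039) and NF1 (probe set type _at) −0.74 (the paper's 0.047). Also of the other sign in L/C were NF1 (probe set type _s_at) 0.14 (the paper's −0.015), CD44 −0.40 (the paper's 0.054), PLA2G6 0.060 (the paper's −0.124), SLC5A4 0.54 (the paper's −0.167), GSTA3 0.29 (the paper's −0.149), FGF14 −1.03 (the paper's 0.02), NSMAF 0.12 (the paper's −0.054) and BTBD9 −0.13 (the paper's 0.104). The sign in L/C differed too for TRPM1 0.42 (the paper's −0.073), TTC8 −0.033 (the paper's 0.136) and SESN3 −0.39 (the paper's 0.045).

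With the same sign and another size in L/C were TIMP3 1.23 (the paper's 0.351), SLC2A1 1.20 (the paper's 0.043), CDC20 −1.01 (the paper's −0.259), EML2 0.48 (the paper's 0.091), GAS1 0.95 (the paper's 0.301), TULP2 1.21 (the paper's 0.099), TIMM8A 1.46 (the paper's 0.06) and FTH1 −0.95 (the paper's −0.113). Of another size in L/C were also SPTLC2 1.02 (the paper's 0.338), NLGN3 −0.90 (the paper's −0.079), SLC17A6 −1.21 (the paper's −1.682), TRPV2 1.11 (the paper's 0.3), LUM 0.44 (the paper's 0.038), EGFR −1.02 (the paper's −0.103) and NUMB 0.70 (the paper's 0.005).

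With the other sign in L3/C were MSRA −0.38 (the paper's 0.416), OR8G2 −1.00 (the paper's 0.207), SLC2A1 0.064 (the paper's −0.206), SMARCD2 −0.56 (the paper's 0.128), GAS1 −0.11 (the paper's 0.109), MX2 −0.027 (the paper's 0.315), SH3GL3 −0.33 (the paper's 0.05) and GP2 0.63 (the paper's −0.507). Also of the other sign in L3/C were TULP2 0.63 (the paper's −0.2), LEP −0.49 (the paper's 0.225), PRKAA1 0.40 (the paper's −0.026), EDG7 −0.35 (the paper's 0.206), TTC8 −0.85 (the paper's 0.013), RIT1 −0.12 (the paper's 0.258) and FLJ13491 −0.16 (the paper's 0.108).

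With the same sign and another size in L3/C were ZCCHC5 0.85 (the paper's 0.173), CHD2 1.65 (the paper's 0.225), SCEL −2.13 (the paper's −0.178), MGC12458 0.79 (the paper's 0.114), ZNF547 1.25 (the paper's 0.336), DDAH1 −1.51 (the paper's −0.129), COL4A6 0.18 (the paper's 0.69) and ELOVL5 0.59 (the paper's 0.149). Of another size in L3/C were also NFE2L2 0.73 (the paper's 0.124), TMPRSS2 −0.50 (the paper's −0.216), PPP1R7 −1.55 (the paper's −0.327), CDC20 −0.71 (the paper's −0.145), ZNF518 1.02 (the paper's 0.149), GSR −1.25 (the paper's −0.323), SLC26A4 1.65 (the paper's 0.317) and ZFY −1.17 (the paper's −0.135). Sizes in L3/C differed further for ADH5 0.81 (the paper's 0.281), SPAG6 −1.08 (the paper's −0.291), NF1 (probe set type _at) 1.97 (the paper's 0.253), SPPL2B −0.69 (the paper's −0.12), TIMM8A 2.17 (the paper's 0.646), FCGR2B 1.82 (the paper's 0.342), LPAL2 1.03 (the paper's 0.233) and GTP −0.92 (the paper's −0.118). Other sizes were found in L3/C for ATP8B1 0.019 (the paper's 0.447), CD58 1.34 (the paper's 0.144), MLLT10 0.96 (the paper's 0.251), CDV1 −1.22 (the paper's −0.144), LOC389722 1.21 (the paper's 0.19), SLC17A6 −0.29 (the paper's −0.9), PERP 0.98 (the paper's 0.372) and GNA13 1.11 (the paper's 0.161). More values of L3/C with the same sign were ZNF584 1.54 (the paper's 0.379), RAPGEF6 0.27 (the paper's 0.096), CTSC 1.40 (the paper's 0.248), NSMAF 0.80 (the paper's 0.386), SMURF1 1.89 (the paper's 0.399), PRKAG2 −0.92 (the paper's −0.207), NAALAD2 1.14 (the paper's 0.438) and PARD6B 1.04 (the paper's 0.138). With the same sign and another size in L3/C were FAF1 1.23 (the paper's 0.166), NUMB 0.81 (the paper's 0.137), TRPM1 1.02 (the paper's 0.213), FBXL7 1.40 (the paper's 0.519), INSM2 1.56 (the paper's 0.085), ACPP 0.93 (the paper's 0.179), SESN3 1.32 (the paper's 0.366) and MGC50721 1.35 (the paper's 0.415). Of another size in L3/C were also PPP2R3A 1.14 (the paper's 0.284) and CR2 0.84 (the paper's 0.169).

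Of the 99, 42 come within the paper's value under none of the alternatives set before the data were examined, namely in L/C MSRA, ELOVL5, SLC2A1, TIA1, CDC20, GSR, TULP2, NF1 (probe set type _at), TIMM8A, SLC5A4, NLGN3, FGF14, TRPM1 and SESN3, and in L3/C CHD2, SCEL, MSRA, ZNF547, DDAH1, ELOVL5, OR8G2, PPP1R7, SMARCD2, ZNF518, SH3GL3, SLC26A4, GP2, TULP2, LEP, NF1 (probe set type _at), TIMM8A, FCGR2B, LPAL2, PRKAA1, CD58, CTSC, NAALAD2, PARD6B, TTC8, INSM2, CR2 and FLJ13491. None of the 99 comes within with a pseudocount of 1. Fits among the brighter probe sets alone, with no trend of the variance, with only the 8 arrays compared, with the replicate block and with the methods' multiclass test leave the log2 differences as they are, so they could not bring a value nearer. With no further normalization, 10 come within and the others do not, namely in L/C GAS1, TRPV2 and LUM, and in L3/C COL4A6, TMPRSS2, CDC20, MX2, GTP, ATP8B1 and RIT1. With each array centred on its median, 9 come within and the others do not, namely in L3/C ZCCHC5, NFE2L2, SLC2A1, ADH5, SLC17A6, RAPGEF6, NSMAF, ACPP and MGC50721. With the sex covariate, 18 come within and the others do not, namely in L/C GAS1, IMPG1, SPTLC2 and NUMB, and in L3/C ZCCHC5, TMPRSS2, CDC20, MX2, ZFY, SPPL2B, GTP, MLLT10, LOC389722, NSMAF, NUMB, ACPP, MGC50721 and PPP2R3A. In females only, 21 come within and the others do not, namely in L/C SOD2, EML2, IMPG1, NF1 (probe set type _s_at), CD44, LUM, EGFR and TTC8, and in L3/C ZCCHC5, COL4A6, TMPRSS2, MX2, ZFY, GTP, PERP, GNA13, EDG7, FBXL7, ACPP, MGC50721 and PPP2R3A. With the age covariate, 12 come within and the others do not, namely in L/C SOD2, EML2, ALDH3B2, SPTLC2, TRPV2 and TTC8, and in L3/C SLC2A1, CDC20, ADH5, ATP8B1, RAPGEF6 and ACPP.

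Without C replicate 1, 16 come within and the others do not, namely in L/C SOD2, TIMP3, EML2, IMPG1, SPTLC2 and TRPV2, and in L3/C ZCCHC5, MGC12458, COL4A6, MX2, ZFY, LOC389722, ZNF584, FBXL7, MGC50721 and PPP2R3A. Without C replicate 2, 19 come within and the others do not, namely in L/C ALDH3B2, PLA2G6, SLC17A6, TRPV2, LUM, BTBD9, EGFR and TTC8, and in L3/C COL4A6, NFE2L2, SLC2A1, GAS1, MX2, ADH5, SPPL2B, ATP8B1, CDV1, RAPGEF6 and SESN3. Without C replicate 3, 8 come within and the others do not, namely in L/C GAS1, TRPV2 and TTC8, and in L3/C TMPRSS2, NSMAF, FBXL7, ACPP and MGC50721. Without C replicate 4, 18 come within and the others do not, namely in L/C GAS1, IMPG1, NF1 (probe set type _s_at), LUM and NSMAF, and in L3/C COL4A6, NFE2L2, TMPRSS2, SLC2A1, CDC20, ATP8B1, PERP, GNA13, RAPGEF6, NSMAF, ACPP, MGC50721 and PPP2R3A. Without L replicate 1, 8 come within and the others do not, namely in L/C GAS1, IMPG1, NF1 (probe set type _s_at), FTH1, PLA2G6, GSTA3 and EGFR, and in L3/C COL4A6. Without L replicate 2, 6 come within and the others do not, namely in L/C EML2, ALDH3B2, TRPV2, LUM, EGFR and TTC8. Without L replicate 3, 6 come within and the others do not, namely in L/C ALDH3B2, FTH1, LUM, NSMAF and TTC8, and in L3/C MGC50721. Without L replicate 4, 8 come within and the others do not, namely in L/C EML2, GAS1, ALDH3B2, PLA2G6, SPTLC2, TRPV2, BTBD9 and NUMB. Without L3 replicate 1, 13 come within and the others do not, namely in L3/C MGC12458, NFE2L2, SLC2A1, ATP8B1, CDV1, LOC389722, GNA13, RAPGEF6, TRPM1, FBXL7, ACPP, MGC50721 and PPP2R3A. Without L3 replicate 2, 8 come within and the others do not, namely in L3/C TMPRSS2, CDC20, MX2, ADH5, RAPGEF6, SMURF1, PRKAG2 and FAF1. Without L3 replicate 3, 16 come within and the others do not, namely in L3/C COL4A6, TMPRSS2, CDC20, GSR, ADH5, SPAG6, GTP, ATP8B1, LOC389722, GNA13, NSMAF, FAF1, NUMB, ACPP, MGC50721 and RIT1. Without L3 replicate 4, 4 come within and the others do not, namely in L3/C COL4A6, NFE2L2, SLC2A1 and RIT1.

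With the RNA quality covariate, chosen after seeing the values, 13 come within, namely in L/C TIMP3, EML2, ALDH3B2, PLA2G6 and TRPV2, and in L3/C NFE2L2, SLC2A1, ATP8B1, GNA13, RAPGEF6, NSMAF, ACPP and MGC50721, while 149 of the study's 1106 tested probe sets had an unadjusted p under 0.05 in L/C or L3/C against 140. With the spike-in covariate, chosen after seeing the values, 20 come within, namely in L/C EML2, ALDH3B2, PLA2G6, SPTLC2, TRPV2 and BTBD9, and in L3/C TMPRSS2, CDC20, GTP, ATP8B1, LOC389722, PERP, GNA13, RAPGEF6, NSMAF, PRKAG2, FAF1, ACPP, MGC50721 and PPP2R3A, while 137 of the study's 1106 tested probe sets had an unadjusted p under 0.05 in L/C or L3/C against 140. In the 6 arrays with lower spike-in signal (1 of them L3), chosen after seeing the values, 43 come within, namely in L/C ELOVL5, SOD2, TIMP3, GAS1, ALDH3B2, IMPG1, FTH1, PLA2G6, SPTLC2, SLC17A6, TRPV2 and EGFR, and in L3/C ZCCHC5, MGC12458, MSRA, ZNF547, ELOVL5, SMARCD2, GAS1, MX2, SH3GL3, GSR, SLC26A4, GP2, ADH5, SPAG6, FCGR2B, ATP8B1, CD58, MLLT10, LOC389722, PERP, ZNF584, RAPGEF6, EDG7, CTSC, PRKAG2, NAALAD2, FAF1, TRPM1, SESN3, PPP2R3A and FLJ13491, while 119 of the study's 1106 tested probe sets had an unadjusted p under 0.05 in L/C or L3/C against 140. With array weights, chosen after seeing the values, 13 come within, namely in L/C TIMP3, GAS1, IMPG1, PLA2G6, TRPV2 and EGFR, and in L3/C MX2, ADH5, SPPL2B, GTP, ACPP, SESN3 and MGC50721, while 179 of the study's 1106 tested probe sets had an unadjusted p under 0.05 in L/C or L3/C against 140.

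The paper has more of its probe sets lower than higher in L, and here 557 of the 1106 tested were higher in L and 549 lower, or 515 and 591 with no further normalization, which has the paper's direction. The paper states changes below 2-fold for most of its list, and here the log2 difference was under 1 in size for 1016 of the 1106 in L/C and 956 in L3/C.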

Other observations

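The correlations of LUM, OGN and TIMP3 with the other meningeal markers, the test of Y-linked genes in females, the overlap of L/C and L3/C in other divisions of the arrays and the enrichment of _x_at probe sets in the paper's list at 1.4-fold were chosen only after the results were seen. Among probe sets with all 4 arrays of the group beyond all 4 of C and a gene name, those with the smallest p in L/C besides SLC17A6 had log2 differences of 2.06 (SE 0.35) for CEP76, 2.11 (SE 0.41) for ZDHHC8BP, 1.80 (SE 0.40) for LINC00645, 1.07 (SE 0.25) for SLN, −2.24 (SE 0.52) for XPNPEP2, −1.80 (SE 0.43) for BIN3-IT1, 2.36 (SE 0.57) for TMEM254-AS1, 1.84 (SE 0.45) for SMOC2 and −2.31 (SE 0.57) for DRC1. In L3/C, besides SCEL, they were −2.10 (SE 0.40) for SPMIP5, 1.96 (SE 0.39) for IRAG2, −2.11 (SE 0.42) for MAPKBP1, 1.73 (SE 0.39) for DPH5, 2.30 (SE 0.52) for LINC01581, 1.43 (SE 0.33) for DMAC2L, 2.03 (SE 0.47) for PTOV1, 2.21 (SE 0.52) for TRPM1 (probe set type _at) and −2.05 (SE 0.49) for IL18BP. The adjusted p from limma was 0.999985 or more in L/C and 0.999165 or more in L3/C, so that no probe set was called, and 1324 and 2329 had an unadjusted p under 0.05. For ZDHHC8BP (C replicate 2, lower), SLN (C replicate 2, lower), DMAC2L (C replicate 3, lower) and IL18BP (L replicate 1, higher), 1 array stood apart from the other 3 of its group.

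Over the 35 measured genes of the fixed list of excitatory neurons and synapse, camera gave an adjusted p of 0.889 in L/C and 0.429 in L3/C, where 16 and 12 genes were higher and the median log2 differences were −0.0044 and −0.18, and the median in L/C was 0.02 with no further normalization and 0.05 with each array centred on its median. With other scalings the L3/C median was −0.31 with no further normalization and −0.48 with each array centred on its median. In L3/C camera called the list down at an adjusted p of 0.00119 (median −0.31) with no further normalization and 0.013 (median −0.48) with each array centred on its median. These fits held the preset correlation, and with the −0.0058 estimated for the list, run only under the main scaling, it was 0.478. For 2 and 2 members limma's unadjusted p was under 0.05, and for 1 and 0 adjusted over the list alone. Members with the smallest p had log2 differences in L/C of 0.45 (SE 0.22) for NEFL. Those in L3/C were −0.43 (SE 0.18) for SYN1, −1.19 (SE 0.51) for GRIN1 and −0.43 (SE 0.22) for ENO2. For the 19 measured genes of the fixed list of inhibitory neurons, the median log2 difference was −0.02 in L/C and −0.04 in L3/C, with 9 and 4 genes higher and a camera adjusted p of 0.95 and 0.926, while in L/C the mean was 0.02 and the test pointed up and the median in L/C was 0.05 with no further normalization and 0.09 with each array centred on its median. Under other scalings the L3/C median was −0.16 with no further normalization and −0.33 with each array centred on its median. Of the members, 0 and 1 had an unadjusted p under 0.05 from limma, and 0 and 0 when adjusted over the list alone. With the smallest p came log2 differences in L/C of −0.22 (SE 0.19) for SST, 0.34 (SE 0.31) for TAC1 and 0.28 (SE 0.26) for RELN. For L3/C they were −0.48 (SE 0.19) for SST, 0.56 (SE 0.35) for VIP and 0.39 (SE 0.26) for RELN. The 27 measured genes of the fixed list of immediate early genes had a median log2 difference of −0.11 in L/C, 10 of them higher, and of −0.11 in L3/C, 10 of them higher, with adjusted p of 0.889 and 0.459 from camera. Scaled otherwise, the median in L/C was −0.06 with no further normalization and −0.03 with each array centred on its median. That median was −0.14 with no further normalization and −0.31 with each array centred on its median in L3/C. The list was called down in L3/C at an adjusted p of 0.0462 (median −0.14) with no further normalization. That is at the preset correlation, and the 0.076 estimated for the list, used only under the main scaling, gave 0.999. From limma, 0 and 2 members had an unadjusted p under 0.05, with 0 and 0 adjusted over the list alone. The members with the smallest p had log2 differences in L/C of −0.41 (SE 0.26) for EGR3, −0.35 (SE 0.25) for EGR1 and 0.30 (SE 0.22) for JUN. The values in L3/C were −1.24 (SE 0.45) for NR4A1, −1.47 (SE 0.69) for NPAS4 and −0.60 (SE 0.33) for EGR4. Among the arrays, C replicate 2 for SST (lower) and L replicate 3 for RELN (lower) lay apart from the other 3 of the group. SYN1 in L3/C, GRIN1 in L3/C, EGR3 in L/C and EGR4 in L3/C had the other sign in the 6 arrays with lower spike-in signal (1 of them L3) alone. The member with an adjusted p under 0.05 over the list alone in L/C was SLC17A6, the vesicular glutamate transporter.

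Over the 18 measured genes of the fixed list of astrocytes, camera gave an adjusted p of 0.95 in L/C and 0.429 in L3/C, where 12 and 12 genes were higher and the median log2 differences were 0.07 and 0.14, while in L/C the mean was −0.04 and the test pointed up and the median in L3/C was 0.03 with no further normalization and −0.14 with each array centred on its median. With the ACTB 3'/5' ratio in the model the list was called up in L3/C at the preset correlation, while with the 0.068 estimated for it, used only without the ratio, the adjusted p was 0.999. Away from the rest of their group were L replicate 1 at a mean deviation of −0.73 in log2 and L3 replicate 1 at −0.15. Members under an unadjusted p of 0.05 from limma were 0 and 1, and 0 and 0 adjusted over the list alone. The smallest p of a member went with log2 differences in L/C of −0.62 (SE 0.34) for ALDH1L1, −0.39 (SE 0.31) for GFAP and 0.32 (SE 0.30) for GLI3. In L3/C such members had 0.63 (SE 0.26) for AQP4, 0.39 (SE 0.19) for SLC4A4 and 0.36 (SE 0.18) for GLUL. For the 10 measured genes of the fixed list of oligodendrocyte precursors, the median log2 difference was 0.18 in L/C and 0.10 in L3/C, with 7 and 7 genes higher and a camera adjusted p of 0.889 and 0.764, and the median in L3/C was −0.02 with no further normalization and −0.19 with each array centred on its median. Taken singly, 0 and 0 members had an unadjusted p under 0.05 from limma, or 0 and 0 adjusted over the list alone. Its smallest p values belonged to log2 differences in L/C of −0.60 (SE 0.36) for SOX11, 0.82 (SE 0.67) for CSPG4 and −0.34 (SE 0.28) for SOX4. L3/C gave −0.78 (SE 0.50) for NKX2-2, 1.01 (SE 0.67) for CSPG4 and 0.35 (SE 0.25) for PTPRZ1. The 22 measured genes of the fixed list of oligodendrocytes and myelin had a median log2 difference of 0.03 in L/C, 13 of them higher, and of −0.06 in L3/C, 10 of them higher, with adjusted p of 0.889 and 0.999 from camera. Other scalings gave an L3/C median of −0.03 with no further normalization and −0.20 with each array centred on its median. There were 0 and 0 members at an unadjusted p under 0.05 from limma, and 0 and 0 when adjusted over the list alone. Among members, the smallest p went with log2 differences in L/C of 0.52 (SE 0.35) for SOX10, 0.55 (SE 0.37) for TF and 0.91 (SE 0.69) for ERMN. Those in L3/C were −0.54 (SE 0.34) for CNP, 0.58 (SE 0.41) for MYRF and 0.46 (SE 0.35) for ERBB3. Over the 23 measured genes of the fixed list of microglia and macrophages, camera gave an adjusted p of 0.889 in L/C and 0.999 in L3/C, where 15 and 11 genes were higher and the median log2 differences were 0.10 and −0.04. This median in L/C was 0.15 with no further normalization and 0.19 with each array centred on its median. For L3/C the median was −0.09 with no further normalization and −0.26 with each array centred on its median. Its members with an unadjusted p under 0.05 from limma numbered 1 and 1, or 0 and 0 adjusted over the list alone. Members with the smallest p had log2 differences in L/C of 2.00 (SE 0.60) for C1QB, 1.21 (SE 0.65) for FCGR2B and −0.88 (SE 0.47) for MRC1. For L3/C they were 0.84 (SE 0.46) for CD74 and −1.46 (SE 0.85) for HLA-DRA. In SOX4 (L replicate 1, lower) and SOX10 (C replicate 2, lower), the array given lay far from the other 3 of its group. Over the microglia and macrophages list, L3 replicate 4 lay apart at a mean deviation of 0.49 in log2 (other L3 arrays −0.31 to −0.22). C replicate 2 lay apart at −0.36 (other C arrays 0.0047 to 0.03). Another setting or 1 array left out turned the sign of SLC4A4 in L3/C, and the 6 arrays with lower spike-in signal (1 of them L3) alone that of GLUL in L3/C, PTPRZ1 in L3/C, ERBB3 in L3/C and HLA-DRA in L3/C.

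For the 17 measured genes of the fixed list of endothelium, the median log2 difference was 0.06 in L/C and 0.18 in L3/C, with 10 and 10 genes higher and a camera adjusted p of 0.889 and 0.926, while the median in L3/C was 0.14 with no further normalization and −0.03 with each array centred on its median. For 0 and 0 members limma's unadjusted p was under 0.05, and for 0 and 0 adjusted over the list alone. With the smallest p came log2 differences in L/C of 0.98 (SE 0.52) for TIE1, −0.60 (SE 0.36) for TEK and 0.32 (SE 0.24) for SLC2A1 (probe set type _s_at). In L3/C the values were 0.76 (SE 0.43) for ERG, 0.39 (SE 0.24) for SLC2A1 (probe set type _s_at) and −0.58 (SE 0.36) for TEK. The 12 measured genes of the fixed list of pericytes and smooth muscle had a median log2 difference of −0.08 in L/C, 3 of them higher, and of 0.26 in L3/C, 10 of them higher, with adjusted p of 0.889 and 0.764 from camera. The L3/C median was 0.31 with no further normalization and 0.14 with each array centred on its median. Of the members, 0 and 0 had an unadjusted p under 0.05 from limma, and 0 and 0 when adjusted over the list alone. The members with the smallest p had log2 differences in L/C of 1.02 (SE 0.55) for MYL9, −0.80 (SE 0.51) for DES and −0.29 (SE 0.34) for PDGFRB. In L3/C such members had −0.36 (SE 0.28) for ACTA2, 0.35 (SE 0.29) for RGS5 and 0.36 (SE 0.35) for NOTCH3. Over the 16 measured genes of the fixed list of blood, camera gave an adjusted p of 0.95 in L/C and 0.999 in L3/C, where 6 and 9 genes were higher and the median log2 differences were −0.09 and 0.08, while in L/C the mean was 0.01 and the test pointed down. With other scalings the L3/C median was 0.21 with no further normalization and 0.04 with each array centred on its median. From limma, 0 and 2 members had an unadjusted p under 0.05, with 0 and 0 adjusted over the list alone. The smallest p of a member went with log2 differences in L/C of 0.79 (SE 0.51) for AHSP, −0.47 (SE 0.38) for MS4A1 and 0.71 (SE 0.57) for PF4. L3/C gave 0.58 (SE 0.24) for HBB, −1.37 (SE 0.59) for CA1 and −0.61 (SE 0.40) for HBD. For the 14 measured genes of the fixed list of choroid plexus and ependyma, the median log2 difference was −0.04 in L/C and 0.04 in L3/C, with 7 and 7 genes higher and a camera adjusted p of 0.889 and 0.999, and the median in L3/C was 0.06 with no further normalization and −0.11 with each array centred on its median. Under other scalings the L/C median was −0.10 with no further normalization and −0.06 with each array centred on its median. Members under an unadjusted p of 0.05 from limma were 0 and 0, and 0 and 0 adjusted over the list alone. Its smallest p values belonged to log2 differences in L/C of −0.93 (SE 0.52) for SPAG6, −0.99 (SE 0.58) for AQP1 and −1.48 (SE 0.92) for TTR. Those in L3/C were 1.06 (SE 0.57) for KL and 1.19 (SE 0.92) for TTR. Far from the other 3 arrays of the group lay L replicate 1 for AHSP (higher), L3 replicate 3 for AHSP (lower), L3 replicate 1 for TIE1 (lower), C replicate 2 for SLC2A1 (lower) and L3 replicate 3 for HBD (higher). Over the endothelium list, L3 replicate 3 lay apart at a mean deviation of −0.25 in log2 (other L3 arrays 0.04 to 0.08). Signs turned in another setting or with 1 array left out for MS4A1 in L/C, and in the 6 arrays with lower spike-in signal (1 of them L3) alone for SLC2A1 in L3/C, TEK in L3/C, DES in L/C, ACTA2 in L3/C, NOTCH3 in L3/C and TTR in L3/C.

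The 47 measured genes of the fixed list of respiratory chain had a median log2 difference of −0.08 in L/C, 17 of them higher, and of −0.07 in L3/C, 18 of them higher, with adjusted p of 0.889 and 0.679 from camera. Scaled otherwise, the median in L/C was −0.05 with no further normalization and −0.02 with each array centred on its median. That median was −0.25 with no further normalization and −0.42 with each array centred on its median in L3/C. In L3/C camera called the list down at an adjusted p of 0.00107 (median −0.25) with no further normalization and 0.0128 (median −0.42) with each array centred on its median. These fits held the preset correlation, and with the 0.13 estimated for the list, run only under the main scaling, it was 0.999. Taken singly, 1 and 0 members had an unadjusted p under 0.05 from limma, or 0 and 0 adjusted over the list alone. Among members, the smallest p went with log2 differences in L/C of −1.28 (SE 0.63) for NDUFA8 and 0.45 (SE 0.28) for NDUFS3. For L3/C they were −0.60 (SE 0.37) for COX8A and 0.36 (SE 0.23) for COX6A1. Over the 44 measured genes of the fixed list of cytosolic ribosomal proteins, camera gave an adjusted p of 0.997 in L/C and 0.999 in L3/C, where 21 and 21 genes were higher and the median log2 differences were −0.01 and −0.01, and in L/C the mean was 0.02 and the test pointed up, the median in L/C was −0.0029 with no further normalization and 0.03 with each array centred on its median and in L3/C the mean was −0.01 and the test pointed up. Other scalings gave an L3/C median of −0.24 with no further normalization and −0.42 with each array centred on its median. The list was called down in L3/C at an adjusted p of 0.00119 (median −0.24) with no further normalization and 0.0314 (median −0.42) with each array centred on its median. That is at the preset correlation, and the 0.35 estimated for the list, used only under the main scaling, gave 0.999. There were 0 and 0 members at an unadjusted p under 0.05 from limma, and 0 and 0 when adjusted over the list alone. Members with the smallest p had log2 differences in L/C of 0.27 (SE 0.19) for RPS25, 0.39 (SE 0.37) for RPS15 and 0.30 (SE 0.29) for RPL34. In L3/C the values were 0.29 (SE 0.22) for RPL14, −0.33 (SE 0.25) for RPS16 and 0.37 (SE 0.28) for RPL19. For the 25 measured genes of the fixed list of heat shock and unfolded protein response, the median log2 difference was −0.05 in L/C and −0.05 in L3/C, with 11 and 11 genes higher and a camera adjusted p of 0.889 and 0.999, while the median in L/C was −0.02 with no further normalization and 0.01 with each array centred on its median. This median in L3/C was −0.10 with no further normalization and −0.27 with each array centred on its median. Its members with an unadjusted p under 0.05 from limma numbered 0 and 0, or 0 and 0 adjusted over the list alone. With the smallest p came log2 differences in L/C of 0.52 (SE 0.27) for DNAJB9, −0.70 (SE 0.42) for DNAJB12 and −0.54 (SE 0.33) for HERPUD1. The values in L3/C were −1.13 (SE 0.54) for HSP90B1, 0.40 (SE 0.19) for HSPD1 and −0.57 (SE 0.36) for BAG3. The 22 measured genes of the fixed list of hypoxia response had a median log2 difference of −0.03 in L/C, 10 of them higher, and of −0.12 in L3/C, 8 of them higher, with adjusted p of 0.889 and 0.926 from camera, and in L/C the mean was 0.06 and the test pointed up and the median in L/C was 0.04 with no further normalization and 0.07 with each array centred on its median. For L3/C the median was −0.26 with no further normalization and −0.43 with each array centred on its median. For 0 and 0 members limma's unadjusted p was under 0.05, and for 0 and 0 adjusted over the list alone. The members with the smallest p had log2 differences in L/C of 1.25 (SE 0.74) for PFKFB4, −0.86 (SE 0.53) for ADM and 0.72 (SE 0.51) for PDK1. L3/C gave 0.97 (SE 0.51) for PDK1, −1.34 (SE 0.73) for HK2 and 0.94 (SE 0.53) for ADM. Single arrays apart from the rest of their group were L replicate 2 for RPS25 (higher), L3 replicate 2 for ADM (higher), C replicate 3 for PDK1 (lower), C replicate 2 for NDUFA8 (lower) and L replicate 1 for NDUFA8 (lower). The sign turned in at least 1 other setting or with 1 array left out for COX6A1 in L3/C, RPL14 in L3/C, RPL19 in L3/C and HSPD1 in L3/C, and in the 6 arrays with lower spike-in signal (1 of them L3) alone for COX8A in L3/C, HSP90B1 in L3/C and HK2 in L3/C.

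Over the 12 measured genes of the fixed list of XIST and X-linked counterparts of Y genes, camera gave an adjusted p of 0.911 in L/C and 0.926 in L3/C, where 6 and 8 genes were higher and the median log2 differences were −0.01 and 0.12, while the median in L/C was −0.03 with no further normalization and 0.01 with each array centred on its median and the median in L3/C was 6.8e-06 with no further normalization and −0.17 with each array centred on its median. Of the members, 0 and 2 had an unadjusted p under 0.05 from limma, and 0 and 0 when adjusted over the list alone. The smallest p of a member went with log2 differences in L/C of −0.36 (SE 0.25) for EIF1AX, −0.64 (SE 0.61) for PRKX and 0.43 (SE 0.48) for KDM6A. Those in L3/C were −1.57 (SE 0.61) for PRKX, 2.09 (SE 0.97) for XIST and 0.99 (SE 0.48) for KDM6A. Away from the other 3 of the group was a single array in PRKX (L replicate 1, lower). KDM6A in L/C had the other sign in at least 1 other setting or with 1 array left out. TTTY8, a Y-linked transcript by its annotation, had a mean signal of 379.95 in L3, where all animals are female, against 276 in the 2 C females.

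Other divisions of the same arrays into groups of the same sizes were used to ask whether chance can be excluded. At an adjusted p under 0.05 the real count was 0, which any division reaches (35 of 35 in L/C, L3/C and L3/L, and 100 of 100 drawn ones among the 3 groups), so that these counts do not decide it (highest other 0, 8, 794 and 790). Chance cannot be excluded for the counts at an unadjusted p under 0.05, as many being found in 31 of 35 divisions in L/C (1324 against a highest other of 5646), 19 of 35 in L3/C (2329 against 6914), 15 of 35 in L3/L (2949 against 9809) and 56 of 100 among the 3 groups (2006 against 7946). Nor can it be for gene lists, where 20 of 35 divisions in L/C and 14 of 35 in L3/C gave as many as the real 1 list (highest other 7 and 3).

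Divisions with several times the real count point to a structure of the samples other than the formula. In L/C the highest count was reached with C replicates 1 and 2 and L replicates 1 and 2 on one side, a division with a difference in log2 spike-in signal of 1.21 (rank 2 of 35, and 0.38 and rank 19 for the real one). In L3/C it was reached with C replicates 1, 3 and 4 and L3 replicate 4 on one side (1.62, rank 1, and 0.67 and rank 14 for the real one), and in L3/L with L replicate 1 and L3 replicates 1, 2 and 3 (2.14, rank 1, and 1.05 and rank 9). Over the 35 divisions the count and the spike-in difference had a rank correlation of 0.58, 0.75 and 0.79. The ACTB 3'/5' log2 ratio ran from −0.15 in L replicate 4 to 6.18 in L3 replicate 1 and fell from replicate 1 to replicate 4 in each group, and the spike-in log2 signal from 11.0 to 13.9.

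Over the 12 arrays, LUM, OGN and TIMP3 had correlations of 0.36, 0.55 and 0.59 with the mean of the other meningeal markers (adjusted permutation p of 0.259, 0.0922 and 0.0922), and within the formula groups 0.13, 0.38 and 0.41 (adjusted permutation p of 0.715, 0.394 and 0.394). All 1106 tested probe sets of the study's list had an exact permutation p of 0.0196 for their slope on the spike-in signal within the groups, and SERPINB6 one of 0.0543. Probe sets higher in both L/C and L3/C at an unadjusted p under 0.05 numbered 136 and those lower in both 114, where the comparisons share the C arrays and other divisions of the 12 arrays gave medians of 200 and 199.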
